# Single-Cell Transcriptome Sequencing and Proteomics Reveal Neonatal Ileum Dynamic Developmental Potentials

**DOI:** 10.1128/mSystems.00725-21

**Published:** 2021-09-21

**Authors:** Qingshi Meng, Liang Chen, Bohui Xiong, Beining Kang, Pengfei Zhang, Shanlong Tang, Hui Han, Wei Shen, Xiaohui Feng, Shengnan Feng, Ruqing Zhong, Xiangfang Tang, Sheng Zhang, Hongfu Zhang, Yong Zhao

**Keywords:** ileum, neonatal development, scRNA-seq, proteomics, microbiota

## Abstract

The neonatal period is a crucial time during development of the mammalian small intestine. Moreover, neonatal development and maturation of the small intestine are exceptionally important for early growth, successful weaning, and postweaning growth and development, in order to achieve species-specific milestones. Although several publications recently characterized intestinal epithelial cell diversity at the single-cell level, it remains unclear how differentiation and molecular interactions take place between types and subtypes of epithelial cells during the neonatal period. A single-cell RNA sequencing (scRNA-seq) survey of 40,186 ileal epithelial cells and proteomics analysis of ileal samples at 6 time points in the swine neonatal period were performed. The results revealed previously unknown developmental changes: specific increases in undifferentiated cells, unique enterocyte differentiation, and time-dependent reduction in secretory cells. Moreover, we observed specific transcriptional factors, ligand-receptor pairs, G protein-coupled receptors, transforming growth factor β, bone morphogenetic protein signaling pathways, and gut mucosal microbiota playing vital roles in ileal development during the neonatal window. This work offers new comprehensive information regarding ileal development throughout the neonatal period. Reference to this data set may assist in the creation of novel interventions for inflammation-, metabolism-, and proliferation-related gut pathologies.

**IMPORTANCE** We found previously unknown neonatal ileum developmental potentials: specific increases in undifferentiated cells, unique enterocyte differentiation, and time dependent reduction in secretory cells. Specific transcriptional factors (TFs), ligand-receptor pairs, G protein-coupled receptors, transforming growth factor β, bone morphogenetic protein signaling pathways, and the gut mucosal microbiota are involved in this process. Our results may assist in the creation of novel interventions for inflammation-, metabolism-, and proliferation-related gut pathologies.

## INTRODUCTION

At birth, the neonatal mammalian intestine is similar in morphology to that of the adult; however, it is immature and undergoes rapid growth and development during the neonatal period (1–3). As the intestine grows, it digests and absorbs nutrients and interacts with the external milieu by secreting regulatory products to orchestrate whole-body development (1–3).

Pigs have been widely used in biomedical studies because pigs and humans have many common features in the physiology and microbiology of the gastrointestinal (GI) tract, and piglets are considered a promising model to investigate the GI tract development of humans (4, 5). Neonatal piglets are very suitable for in-depth studies of the GI development of human infant because of the unavailability of healthy human infant intestinal samples and impractically confounding variables in human studies (4, 5).

A number of recent publications characterize intestinal epithelial cellular diversity and the underlying mechanisms of development and differentiation at one point in time (adult or pathogenic stage) (2, 6) or during fetal development (7, 8) using single-cell RNA sequencing (scRNA-seq). However, it is still unknown how epithelial cell types and subtypes differentiate throughout the neonatal period and what the molecular interactions (ligand-receptor, transcriptional factors, etc.) of cell types or subtypes during this critical developmental window are.

We performed an scRNA-seq survey of ileal epithelial cells and proteomic analysis of ileal samples at 6 time points in the porcine neonatal window; identified different developmental potentials for different types of epithelial cells; explored the specific transcriptional factors, ligand-receptor pairs, G protein-coupled receptors (GPCRs), transforming growth factor β (TGF-β) signaling, and bone morphogenetic protein (BMP) signaling in different cell types during the neonatal period.

## RESULTS

### Dynamic development of the neonatal ileum epithelium from a single-cell survey and proteomic analysis.

In the current investigation, we explored piglet ileal development during the neonatal developmental window (birth [day 0] to 21 days of age [day 21]) using scRNA-seq and proteomics (Fig. 1a). 

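For the scRNA-seq part of this work, scraped ileal mucosa was taken apart into single cells with EDTA and TrypLE, and each cell's messenger RNA was tagged in a droplet with a cell barcode and with a unique molecular identifier (UMI), so that each captured transcript was counted once. The data cover 6 libraries, 1 for each of the time points day 0, 1, 3, 7, 14 and 21. The paper gives 5 piglets at each time point and loaded 1 chip channel per group, and its text does not name in so many words how the cells of those piglets were combined. With 1 library per time point there is no replicate error, so no difference between time points was tested and every comparison sets 1 library against another. The sample labels give male animals and ileum as the tissue, while the description of the series as a whole names the cecum; the paper's tissue is used here. The authors counted the reads with Cell Ranger, version 3.1.0 by the header of the matrices, against Sscrofa11.1, and deposited the unfiltered UMI counts of 20648 genes in 6794880 barcodes per library, without normalization. The counts sum to 89894007 UMIs on day 0, 79642651 on day 1, 80068913 on day 3, 81587648 on day 7, 100348769 on day 14 and 77391932 on day 21.
From these matrices the barcodes with the most UMIs were taken, as many as the cells the paper profiled at that time point, and those with at least 200 genes were kept, which left 10806 cells on day 0, 12471 on day 1, 10619 on day 3, 14879 on day 7, 17018 on day 14 and 15247 on day 21. Their median depth was 3705 UMIs per cell on day 0, 3603 on day 1, 4244 on day 3, 3367 on day 7, 4332 on day 14 and 3423 on day 21, with medians of 1232, 1137, 1423, 1314, 1645 and 1400 genes in the same order. Genes found in at least 3 cells numbered 17671. The libraries were aligned by canonical correlation analysis in Seurat 5.3.0 on 2000 variable genes and 20 dimensions and clustered at resolution 0.8, and each cluster was given the one of the paper's 13 types whose marker genes in Fig. 1d stood highest in it. The number of barcodes taken as cells, the resolution and this matching are the choices that could change the numbers most. Shares of cells are given with exact Clopper-Pearson intervals and sums of UMIs with exact Poisson intervals, all at 95%; both cover counting error only, not differences between piglets or preparations. Expression is given as the mean over cells of the UMIs of a gene per 10000 UMIs of the cell. The proteomic measurements are not analysed here.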

The piglet ileum developed gradually during mucosal-layer maturation (Fig. 1b; Fig. S1a to d). There were 13 types (clusters) of cells with corresponding marker genes, including stem cells (SCs), transit-amplifying progenitors (TA), TA-G1, TA-G2, enterocyte progenitors (EP), early enterocyte progenitors (EPE), late enterocyte progenitors (EPL), immature enterocytes (EI), mature enterocytes (EM), enteroendocrine cells (EECs), and goblet, Paneth, and tuft cells (Fig. 1c and d; Fig. S1c and d). 

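The 81040 cells formed 25 clusters of 94 to 8359 cells, numbered from 0 in order of size. With the marker genes of Fig. 1d the clusters were matched to 12 of the 13 types, and none was matched to late enterocyte progenitors. Cluster 6 was matched to stem cells, clusters 7 and 21 to TA, clusters 0 and 15 to TA-G1 and clusters 5 and 12 to TA-G2. Cluster 8 was matched to EP, cluster 4 to EPE, cluster 10 to EI and clusters 1, 9, 13 and 20 to EM. Among the secretory types, clusters 3, 11, 18, 19, 22 and 24 were matched to goblet cells, clusters 2, 16 and 23 to tuft cells, cluster 17 to EECs and cluster 14 to Paneth cells. The matching has no minimum score, and in 5 clusters with 5787 cells the best mean z score was below 1. Clusters are given by number beside the matched type, and sums over a class follow the matched type. The numbers are kept because the leading genes often belong to another cell lineage than the matched type. Leading genes are the 10 with the highest ratio of mean expression in a cluster to that in all other cells. Cluster 1 was led by CCR7, BANK1, GPR183 and KLF2, cluster 4 by LIX1, TNFRSF13C and MS4A1, cluster 13 by JCHAIN, TXNDC5 and IRF4, and cluster 0 by NEIL1, GCSAM and IL4I1. Cluster 2 was led by CD7, CD3E, CD3G and CCL5, cluster 14 by FCN1, S100A12, S100A8 and LYZ, and cluster 17 by PTN, PDGFRA, COL3A1 and POSTN. Cluster 20, matched to EM, was led by PYY, NTS, CCK, CHGB and CHGA. Cluster 11 was led by FABP6 and GUCA2A, cluster 19 by APOC2, MEP1A and RBP2, cluster 22 by OLFM4 and SPINK1, and cluster 24 by FCGBP and CLCA1, while all of the leading genes of cluster 3 lie in the mitochondrial genome.
Lists of marker genes for other lineages were set beside the paper's. Which list stood highest was judged after dividing the sum of each list by its largest value over the clusters. The B lineage list stood highest in clusters holding 69.2% (56118 cells, 95% interval 68.9 to 69.6%) of all cells and the epithelial list in 8.18% (6628 cells, 7.99 to 8.37%). The T and NK list stood highest in 7.95% (6446 cells, 7.77 to 8.14%), the myeloid list in 2.65% (2147 cells, 2.54 to 2.76%) and the stromal list in 2.17% (1758 cells, 2.07 to 2.27%). Clusters 3 and 16, with 9.80% (7943 cells, 9.60 to 10.0%) of the cells, stayed unnamed. The erythroid list stood highest in cluster 3 and the mast cell list in cluster 16, but with 0 and 1 of their markers detected, too few for a name. A list that is low in every cluster can stand highest by this rule. KLRB1, on the T and NK list, averaged 9.06 UMIs per 10000 in cluster 16, which is not counted in the T and NK share. By the paper's classes, the clusters in which the B lineage list stood highest held all cells matched to stem cells and TA and 94.8% of those matched to enterocytes. The stromal list stood highest in the only cluster matched to EECs and the myeloid list in the only cluster matched to Paneth cells. Clusters with the T and NK list highest held 76.8% of the tuft-matched cells, and clusters with the epithelial list highest held 40.8% of the goblet-matched cells. The epithelial list summed to 417 UMIs per 10000 in the epithelial-like clusters. It summed to 3.42 in stem-matched, 8.57 in TA-matched and 72.1 in enterocyte-matched cells, against 60.3 in barcodes with 100 UMIs or fewer, which stand here for RNA free in the suspension. In those barcodes it went from 242 on day 0 to 9.26 on day 14 and 3.53 on day 21, and most stem-matched and TA-matched cells came from these last ages, so the value over all ages is not their background. The enterocyte-matched cells outside the B lineage clusters are those of cluster 20, and over all B lineage clusters the epithelial list averaged 7.95. The B lineage list summed to 96.6, 86.8 and 59.7 UMIs per 10000 in the same 3 classes, 6.71 in tuft-matched cells and 47.5 in those barcodes, where it differs between ages as well. CD79A (chromosome 6, 49996116 to 49999294 in Sscrofa11.1) and MS4A1 (chromosome 2, 11216238 to 11229060), which encode B cell surface proteins, stood at 0.102 and 7.84 UMIs per 10000 in stem-matched cells. In tuft-matched cells they stood at 0.0120 and 0.425. CD3E (chromosome 9, 45619730 to 45633972), part of the T cell receptor complex, stood at 5.93 in tuft-matched and 0.0281 in stem-matched cells. COL3A1 (chromosome 15, 93556914 to 93595678), a collagen, stood at 30.2 in EEC-matched and 0.00703 in stem-matched cells.
The share in clusters with the epithelial list highest was 28.9% (3128 cells, 28.1 to 29.8%) on day 0, 16.4% (2049 cells, 15.8 to 17.1%) on day 1 and 2.33% (247 cells, 2.05 to 2.63%) on day 3. It was 6.98% (1038 cells, 6.57 to 7.40%) on day 7, 0.946% (161 cells, 0.806 to 1.10%) on day 14 and 0.0328% (5 cells, 0.0106 to 0.0765%) on day 21. That of the B lineage list was 30.3% (3275 cells, 29.4 to 31.2%) on day 0, 42.1% (5250 cells, 41.2 to 43.0%) on day 1 and 75.5% (8014 cells, 74.6 to 76.3%) on day 3. The share was 74.9% (11147 cells, 74.2 to 75.6%) on day 7, 88.3% (15027 cells, 87.8 to 88.8%) on day 14 and 87.9% (13405 cells, 87.4 to 88.4%) on day 21. Of the alternatives, taking 5000 cells per library moved the epithelial difference most, from -28.9 to -47.3 percentage points between day 0 and day 21.

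**Figure D1:**
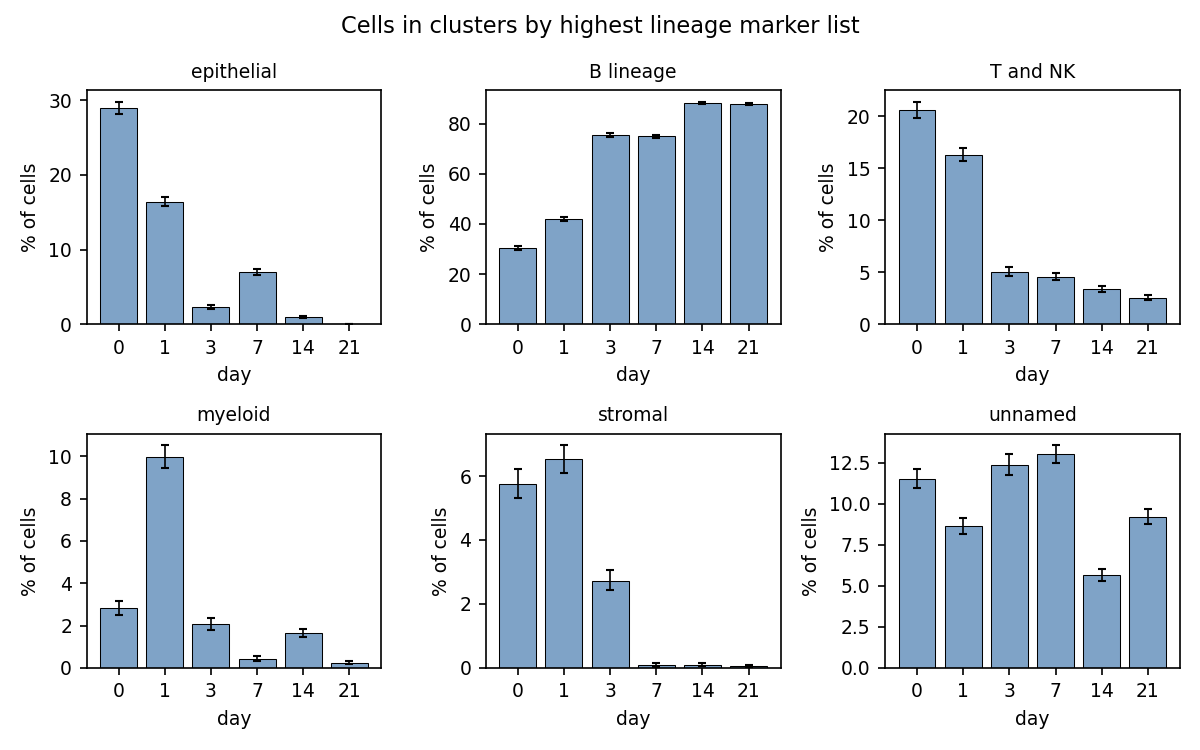
Share of the cells of each library (%) by day of age in clusters grouped by the marker list that stood highest in them, 1 panel per list, each with its own scale from 0; error bars are exact 95% intervals for counting error. The epithelial bar is 28.9% on day 0 and 0.0328% on day 21, and the B lineage bar 30.3% and 87.9%.

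**Figure D2:**
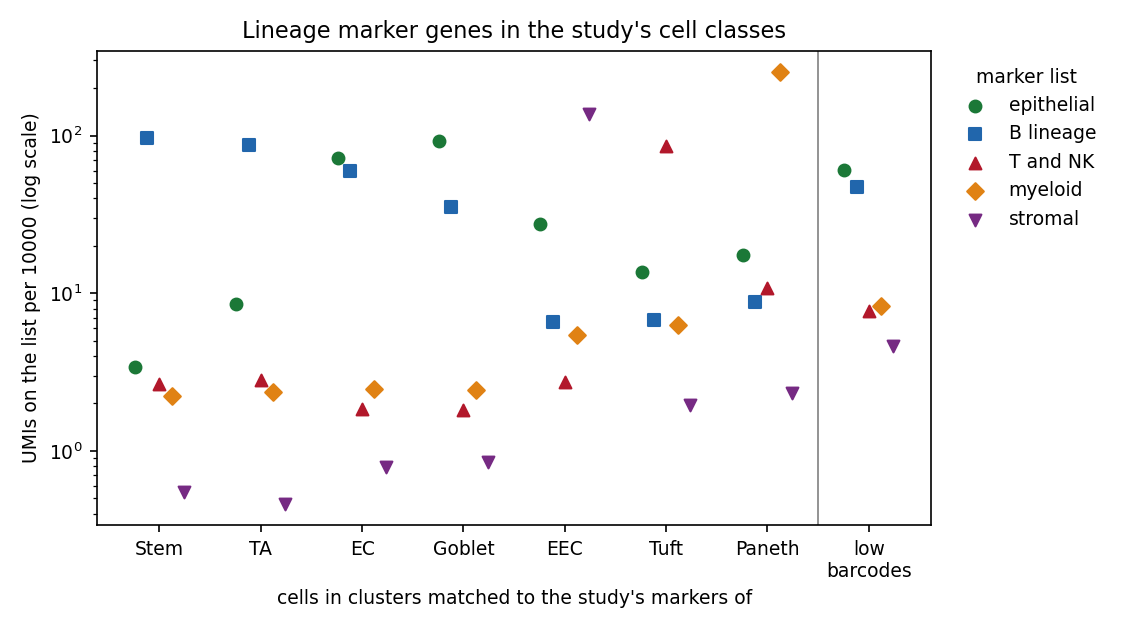
Mean UMIs per 10000 on 5 lineage marker lists (log axis) in the cells matched to each of the paper's classes, with barcodes of 100 UMIs or fewer to the right of the grey line. The myeloid list stands at 252 in Paneth-matched cells, the stromal list at 138 in EEC-matched cells and the T and NK list at 85.7 in tuft-matched cells.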

Developmental potential timing of cells was confirmed by RNA velocity analysis (Fig. 1c) (9, 10).

**FIG 1:**
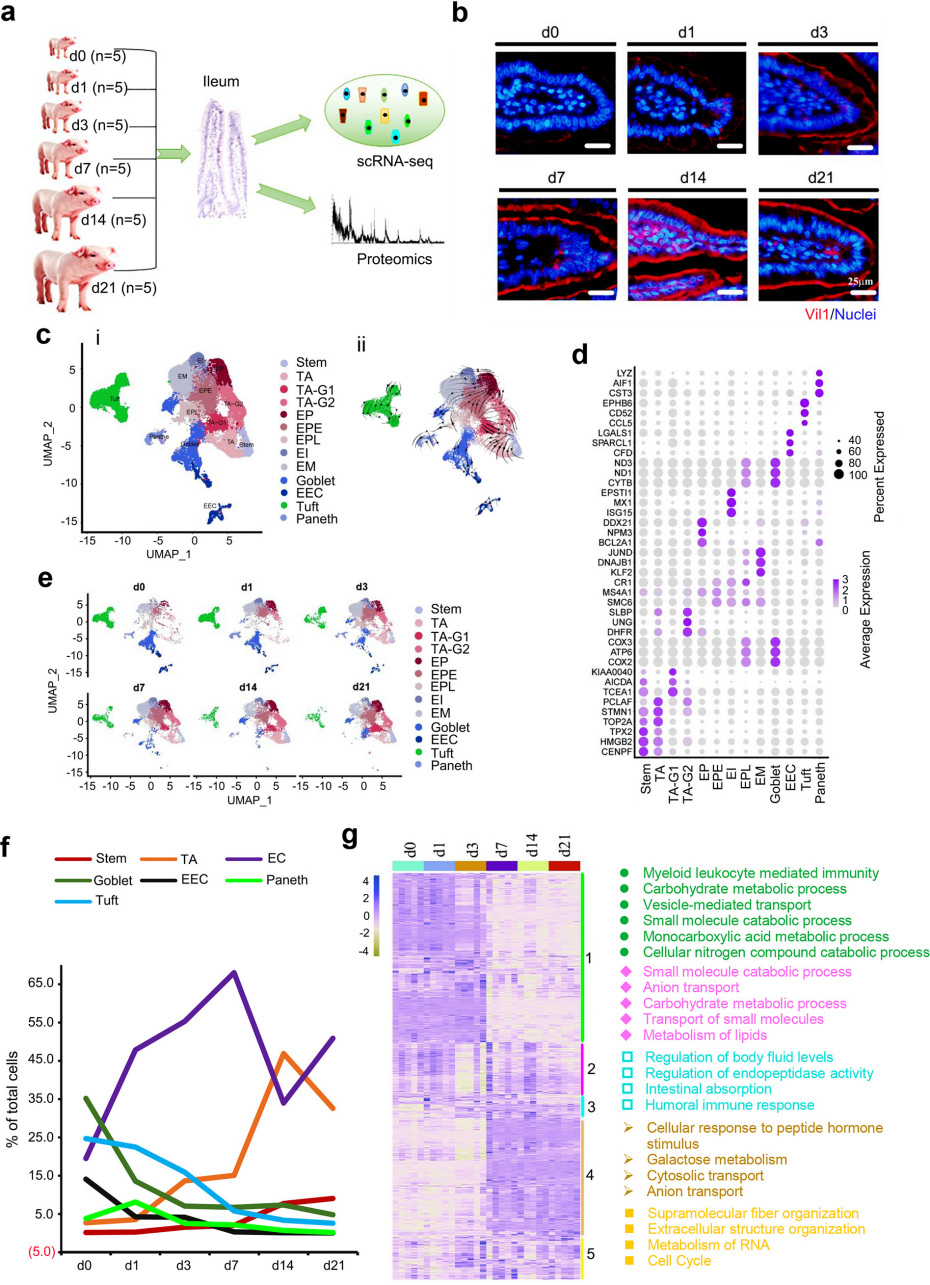
Single-cell survey of swine neonatal ileal epithelium. (a) Overview. (b) Vil1 staining of the ileum at 6 time points in ileal samples. (c) Cell type clusters. (Panel i) tSNE of 40,186 single cells (points), colored by cluster assignment (*n* = 5 piglets at each time point). (Panel ii) RNA velocity vectors projection on tSNE plot. (d) Heat map of cluster marker genes, colored by relative gene expression. Dot size represents the fraction of cells per cluster. (e) Cell population changes during development (from day 0 to day 21). (f) Proportion of cells in each cluster at each time point. (g) Proteomics data of piglet ileum at 6 time points with the enriched functions for each group of proteins.

10.1128/mSystems.00725-21.1 FIG S1 Summary of single-cell RNA sequencing (scRNA-seq) data and data for undifferentiated cells (stem cells, TA, TA-G1, and TA-G2). (a) Histopathological images of swine ileum at different time points. (b) Summary of scRNA-seq for ileal tissue at different time points. (c) Heat map of the top 25 marker genes in each cluster of cells. (d) The expression pattern of marker genes in different clusters of cells. (e) Heat map of the top 25 marker genes in each cluster of undifferentiated cells. (f) Expression pattern of marker genes in different clusters of undifferentiated cells. (g) Trajectory reconstruction of undifferentiated cells based on cell clusters by pseudotime analysis. (i). Monocle plot. (ii). RNA velocity vectors projection on monocle plot. (h) Marker gene expression patterns in Monocle analysis. (i) Monocle images for different samples at 6 time points, or different clusters of undifferentiated cells. (j) Protein levels of HMGB1 in different samples at different time points by IHF. Download FIG S1, TIF file, 2.5 MB. Copyright © 2021 Meng et al. 2021 Meng et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Ileal development during the neonatal window was reflected by the proportion of the different clusters of cells at different times (Fig. 1e and f). At day 0, goblet cells were most abundant, followed by tuft cells, enterocytes (EC; including EP, EPE, EPL, EI, and EM), EECs, Paneth cells, TA, and stem cells. However, with advancing age, ECs increased dramatically, peaking at day 7 and then dropping slightly at day 14 and day 21 (Fig. 1e and f). 

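In the day 0 library, the clusters matched to enterocytes (clusters 1, 4, 8, 9, 10, 13 and 20) held 35.7% (3863 cells, 95% interval 34.8 to 36.7%) of the cells. Those matched to goblet cells held 27.0% (2913 cells, 26.1 to 27.8%) and those matched to tuft cells 24.8% (2680 cells, 24.0 to 25.6%). Smaller shares lay in the clusters matched to EECs, 5.76% (622 cells, 5.32 to 6.21%), to TA, TA-G1 and TA-G2 together, 3.41% (369 cells, 3.08 to 3.77%), to Paneth cells, 2.81% (304 cells, 2.51 to 3.14%), and to stem cells, 0.509% (55 cells, 0.384 to 0.662%). The intervals of the 3 largest shares do not overlap. The enterocyte share at day 0 moved most at clustering resolution 0.4, to 27.6%. The goblet-matched share was then the largest, at 36.2%. It was also the largest with 5000 barcodes per library, at 33.3% against 28.4% for enterocytes. Tuft-matched cells stood above goblet-matched cells with at least 500 genes per cell, at 26.1% against 23.0%, with mitochondrial shares below 25%, at 28.1% against 17.1%, and narrowly with each cell assigned by its own marker genes. Cluster 20, matched to EM with EEC as its second type, held 9.61% of the cells on day 0. That is more than the gap between the enterocyte-matched and goblet-matched shares, so their order depends on where cluster 20 is placed.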

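In the clusters matched to enterocytes lay 49.8% (5287 cells, 95% interval 48.8 to 50.7%) of the cells on day 3, 41.4% (6161 cells, 40.6 to 42.2%) on day 7 and 25.7% (4375 cells, 25.1 to 26.4%) on day 14. The share on day 3 was thus above that on day 7, and the share on day 14 below both, by more than the counting error.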

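Cluster 6, the only cluster matched to the stem cell markers (CENPF, HMGB2 and TPX2), made up 0.698% (87 cells, 95% interval 0.559 to 0.860%) of the cells on day 1, 3.78% (401 cells, 3.42 to 4.16%) on day 3, 4.34% (646 cells, 4.02 to 4.68%) on day 7 and 13.9% (2367 cells, 13.4 to 14.4%) on day 14. Its leading genes were the mitotic genes CCNB3, PIMREG, UBE2C, BUB1 and PLK1, and its median depth was 6933 UMIs per cell.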

Meanwhile, stem cells and TA gradually increased (Fig. 1e and f). However, goblet cells and EECs were sharply reduced from day 0 to day 1 and continued to decrease until day 21. 

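The goblet-matched clusters held 19.8% (2471 cells, 95% interval 19.1 to 20.5%) of the cells on day 1, 8.26% (877 cells, 7.74 to 8.80%) on day 3, 21.1% (3143 cells, 20.5 to 21.8%) on day 7 and 8.62% (1467 cells, 8.20 to 9.05%) on day 14. The share rose again on day 7. At the paper's cell numbers after quality control it did not, with 2.57% on day 3 and 2.34% on day 7, and with 5000 barcodes per library it was 1.90% and 2.62%. Both settings keep the clusters and only leave out cells with fewer UMIs. They drop most of cluster 3, which had a median of 1067 UMIs per cell and 12.1% of the cells on day 7. They are thus no separate test of the rise. Cluster 17, matched to EECs, held 6.52% (813 cells, 6.09 to 6.97%) on day 1, 2.73% (290 cells, 2.43 to 3.06%) on day 3, 0.0807% (12 cells, 0.0417 to 0.141%) on day 7 and 0.0823% (14 cells, 0.0450 to 0.138%) on day 14. Cluster 20, led by enteroendocrine genes but matched to EM, went from 9.61% on day 0 to 2.11% on day 1.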

Tuft cells gradually dropped from day 0 to day 21, while Paneth cells increased slightly from day 0 to day 1 and then gradually decreased until day 21. 

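Clusters 2, 16 and 23, matched to tuft cells, together held 19.9% (2478 cells, 95% interval 19.2 to 20.6%) of the cells on day 1, 11.8% (1253 cells, 11.2 to 12.4%) on day 3, 5.55% (826 cells, 5.19 to 5.93%) on day 7 and 4.44% (755 cells, 4.13 to 4.76%) on day 14. Cluster 14, matched to Paneth cells, held 9.98% (1245 cells, 9.46 to 10.5%) on day 1, 2.06% (219 cells, 1.80 to 2.35%) on day 3, 0.423% (63 cells, 0.326 to 0.541%) on day 7 and 1.65% (280 cells, 1.46 to 1.85%) on day 14. The day 14 share was above that of day 7 by more than the counting error.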

At day 21, ECs were most common (50.87%), followed by TA (32.60%), stem cells (9.02%), goblet cells (4.78%), tuft cells (2.57%), Paneth cells (0.12%), and EECs (0.05%) (Fig. 1e and f). 

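On day 21, the clusters matched to TA, TA-G1 and TA-G2 held 54.3% (8284 cells, 95% interval 53.5 to 55.1%) of the cells and those matched to enterocytes 22.3% (3401 cells, 21.6 to 23.0%). Goblet-matched clusters followed with 12.0% (1824 cells, 11.5 to 12.5%), then cluster 6, matched to stem cells, with 8.51% (1297 cells, 8.07 to 8.96%) and the tuft-matched clusters with 2.61% (398 cells, 2.36 to 2.88%). The clusters matched to Paneth cells and EECs held 0.236% (36 cells, 0.165 to 0.327%) and 0.0459% (7 cells, 0.0185 to 0.0946%). Stem-matched cells stood above goblet-matched cells at the paper's cell numbers after quality control, with 15.9% and 0.286%. They also did with 5000 barcodes per library, at least 500 genes per cell, mitochondrial shares below 25%, resolution 0.4 and each cell assigned by its own marker genes. The settings of cell number, genes and mitochondrial share keep the clusters and leave out many cells of the shallow cluster 3. A lower goblet-matched share follows from that. At clustering resolution 0.4 the order of TA and enterocytes reversed, with 22.8% and 47.3%. From the shares of the cell types at each age, the paper states that the development of the ileum was reflected in its cell composition.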

All cell types approached typical mature ileum development at day 21 (2, 8).

The 1,976 known proteins in swine ileal samples were clustered into 5 groups (Fig. 1g). Group 1 was the largest, including 747 proteins that were decreased during ileal development (Fig. 1g). These proteins were mainly associated with immune function and secretion, correlating the functions of goblet, Paneth, and tuft cells and EECs, which matched the scRNA-seq data (Fig. 1g). Protein levels in group 2 were similar from day 1 to day 21, with functions related to ECs (Fig. 1g). Group 3 proteins gradually increased during neonatal development, and their functions were also related to ECs (Fig. 1g). Group 4 protein levels were lower from day 0 to day 3 but higher from day 7 to day 21, and functions were related to ECs (Fig. 1g). Group 5 proteins were lower at day 0 and day 1 but then increased from day 3 to day 21; their functions were related to cell cycle (cell proliferation), similar to those of stem cells and TA (Fig. 1g). Overall, the proteomic data and scRNA-seq data matched well.

### Specific increase in undifferentiated cells.

During neonatal development, the undifferentiated cells underwent specific and dramatic increases (Fig. 2a and b; Fig. S1e to j) from 2.82% to 41.62% during day 0 to day 21 (Fig. 1f and 2b). 

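Undifferentiated cells were taken as the clusters matched to stem cells, TA, TA-G1 and TA-G2, in all of which the B lineage list stood highest. Of the cells of a library they held 3.92% (424 cells, 95% interval 3.57 to 4.31%) on day 0, 6.38% (796 cells, 5.96 to 6.83%) on day 1 and 25.4% (2693 cells, 24.5 to 26.2%) on day 3. They held 31.4% (4674 cells, 30.7 to 32.2%) on day 7, 59.5% (10127 cells, 58.8 to 60.2%) on day 14 and 62.8% (9581 cells, 62.1 to 63.6%) on day 21. The share was higher on day 21 than on day 0 by 58.9 percentage points. Of the alternatives, clustering at resolution 0.4 moved this difference most, to 38.4, and 5000 cells per library gave 69.7.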

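A diffusion pseudotime was computed with scanpy 1.11.5 on the aligned dimensions with 30 neighbours. It runs from 0 at the root and has no direction in time. The methods' Monocle 2 was not used here. Among the clusters matched to undifferentiated cells, rooted in stem-matched cluster 6, the median pseudotime (with its quartiles) was 0.06 (0.04 to 0.08, 4853 cells) for stem-matched cells and 0.15 (0.13 to 0.15, 5361 cells) for TA. It was 0.2 (0.18 to 0.21, 7692 cells) for TA-G2 and 0.85 (0.82 to 0.88, 10389 cells) for TA-G1. RNA free in the suspension differs between the libraries and enters the value of each cell, so its part in this order is open. RNA velocity, which needs spliced and unspliced counts, is not analysed here.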

Unsupervised pseudotime, from stem cells to TA, TA-G1, and TA-G2, revealed the developmental trajectory of these undifferentiated cells (Fig. 2a; Fig. S1g to i, RNA velocity).

**FIG 2:**
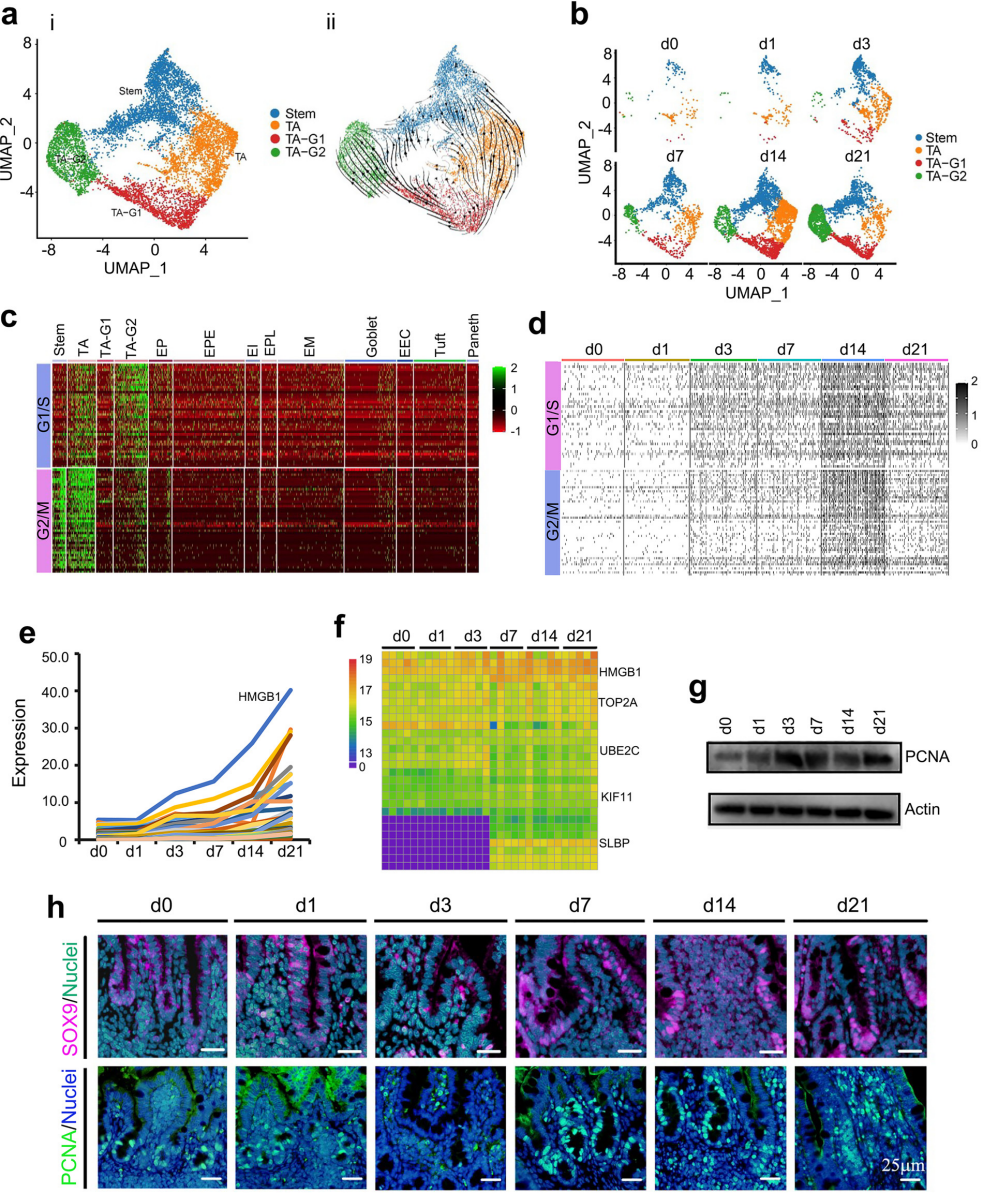
Increase in piglet ileum undifferentiated cells during the neonatal window. (a) Cell type clusters for undifferentiated cells. (Panel i) tSNE of undifferentiated single cells (points), colored by cluster assignment. (Panel ii) RNA velocity vectors projection on tSNE plot. (b) Undifferentiated cell population changes during development (from day 0 to day 21). (c) Heat map of cluster genes for the cell cycle in different clusters of cells. (d) Heat map of cluster genes for the cell cycle in the samples at different time points. (e) Expression pattern of the top 50 specifically expressed genes in undifferentiated cells. (f) Protein levels of the top 50 specifically expressed genes from the proteomic analysis. (g) Protein levels of PCNA in the different samples at different time points by WB. (h) Protein levels of PCNA in the different samples at different time points by IHF.

Cell cycle gene expression was high in the undifferentiated cells in comparison with EC or secretory cells (Fig. 2c) and was most profound at day 14, which matched the cell growth trend of these undifferentiated cells (Fig. 2d). 

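Cell cycle expression was measured as the UMIs summed over the 43 G1/S and 54 G2/M genes that Seurat lists, all present in the files, per 10000 UMIs summed over the same cells. It was 169.5 (95% interval 169.3 to 169.7) in the clusters matched to undifferentiated cells and 35.4 (35.3 to 35.4) in the others. By class it was 287.0 (286.5 to 287.5) in stem-matched, 134.6 (134.4 to 134.8) in TA-matched and 32.6 (32.5 to 32.7) in enterocyte-matched cells. It was 35.1 (35.0 to 35.2) in goblet-matched, 35.9 (35.6 to 36.3) in EEC-matched, 43.9 (43.6 to 44.1) in tuft-matched and 34.0 (33.7 to 34.4) in Paneth-matched cells. The paper's stem and TA markers CENPF, HMGB2, TPX2 and TOP2A are themselves on the G2/M list, and UNG and SLBP of TA-G2 on the G1/S list, so the classes were in part drawn by these genes. Over all cells of a library, the sum was 31.8 (31.6 to 31.9) on day 0, 32.6 (32.4 to 32.7) on day 1 and 81.1 (80.9 to 81.3) on day 3. It was 92.0 (91.8 to 92.3) on day 7, 165.5 (165.3 to 165.8) on day 14 and 125.5 (125.2 to 125.8) on day 21. Within the undifferentiated clusters it was 113.8 (112.5 to 115.2) on day 0, 104.3 (103.4 to 105.1) on day 1 and 139.4 (139.0 to 139.9) on day 3. It was 152.6 (152.1 to 153.0) on day 7, 206.9 (206.6 to 207.3) on day 14 and 155.3 (155.0 to 155.7) on day 21, so that day 14 was highest here too. Averaged over the 6 libraries with equal weight, cells of the undifferentiated-matched clusters lay above the others by 106. With each cell thinned to 1000 UMIs, which moved this most, they did so by 86.5.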

To search the correlation of gene expression pattern and cell population, the expression levels of the top 50 specifically expressed genes from these undifferentiated cells were determined. The expression of most of these 50 genes gradually increased from day 0 to day 21 (Fig. 2e), which matched the increase in number of the undifferentiated cells. Moreover, the protein levels showed a similar trend to that of gene expression (Fig. 2f) in the proteomics data. 

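The 50 genes with the highest ratio of mean expression in the undifferentiated clusters to that in other cells, among genes with a UMI in at least 25% of the class, were led by UBE2C, PCLAF and CDCA3. Their means over all cells summed to 10.8 UMIs per 10000 on day 0, 12.1 on day 1, 35.4 on day 3, 50.4 on day 7, 119 on day 14 and 75.4 on day 21. All 50 were higher on day 21 than on day 0, 46 were highest on day 14, 3 on day 21 and 1 on day 3. At every step, 2 of them rose. Because these genes define the class, their level over all cells depends on the share of its cells. Within the class, 41 of the 50 were higher on day 21 than on day 0, the alternative that moved the count most, although the genes were chosen on pooled cells of the class, most of them from days 14 and 21. PCNA (chromosome 17, 14137746 to 14142584 in Sscrofa11.1), a DNA replication clamp, averaged 0.798, 0.795, 1.40, 1.59, 2.73 and 1.73 UMIs per 10000 from day 0 to day 21. Its UMIs summed to 5690 (95% interval 5543 to 5840) on day 0 and 14383 (14149 to 14620) on day 21. HMGB1 (chromosome 11, 7195556 to 7321071), a chromatin protein, averaged 6.55, 6.34, 14.0, 19.4, 34.6 and 29.5, and its UMIs summed to 60768 (60286 to 61253) and 229490 (228552 to 230431). The paper states that most of its top 50 genes rose gradually with age and that this matched the growing number of undifferentiated cells.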

PCNA protein levels increased from day 0 and day 1 to day 21 using Western blotting (WB) and immunohistofluorescence (IHF) analysis, which confirmed the proteomics data and scRNA-seq data (Fig. 2g and h). The protein level of stem cell marker SOX9 (11) elevated at day 7 to day 21 (Fig. 2h). Concurrently, the protein levels of another marker gene for undifferentiated cells, HMGB1, displayed a trend similar to that of PCNA (Fig. S1j).

### Unique maturation of enterocytes.

In the mature small intestine, ECs (EP, EPE, EPL, EI, and EM) predominate, with few goblet, Paneth, and tuft cells and EECs (2, 12, 13). 

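The share of cells in the clusters matched to enterocytes rose by 5.66 percentage points from day 0 to day 7 and fell by 19.1 from day 7 to day 21. Among them, clusters 1, 9, 13 and 20, matched to EM, held 27.7% (2997 cells, 95% interval 26.9 to 28.6%) on day 0, 23.0% (2872 cells, 22.3 to 23.8%) on day 1 and 29.8% (3163 cells, 28.9 to 30.7%) on day 3. They held 21.2% (3147 cells, 20.5 to 21.8%) on day 7, 11.0% (1877 cells, 10.6 to 11.5%) on day 14 and 6.89% (1051 cells, 6.50 to 7.31%) on day 21. Cluster 20 among them, led by enteroendocrine hormone genes, held 9.61% of the cells on day 0 and 0.356% on day 7. Without it, the rise of the enterocyte-matched share from day 0 to day 7 was larger. The share of cluster 8, matched to EP, lay between 3.82% (650 cells, 3.54 to 4.12%) on day 14 and 7.08% (752 cells, 6.60 to 7.59%) on day 3. That of cluster 4, matched to EPE, lay between 2.04% (220 cells, 1.78 to 2.32%) on day 0 and 8.40% (1281 cells, 7.97 to 8.85%) on day 21, and that of cluster 10, matched to EI, between 1.45% (157 cells, 1.24 to 1.70%) on day 0 and 6.10% (907 cells, 5.72 to 6.49%) on day 7.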

EC number quickly increased from day 0 to day 7 and then decreased at day 14 and day 21 (Fig. 1f and 3a and b; Fig. S2). 

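Ordered in the same way from cells matched to EP, the enterocyte-matched clusters had median pseudotimes (with quartiles) of 0.09 (0.05 to 0.13, 4376 cells) for EP, 0.16 (0.14 to 0.17, 5182 cells) for EPE, 0.23 (0.21 to 0.26, 15107 cells) for EM and 0.24 (0.22 to 0.27, 3090 cells) for EI. The quartile ranges of EM and EI overlap, and no cells were matched to EPL.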

Unsupervised pseudotime, from EP to EPE/EPL, EI, and EM, revealed the developmental trajectory of these ECs (Fig. 3b; Fig. S2c to e).

**FIG 3:**
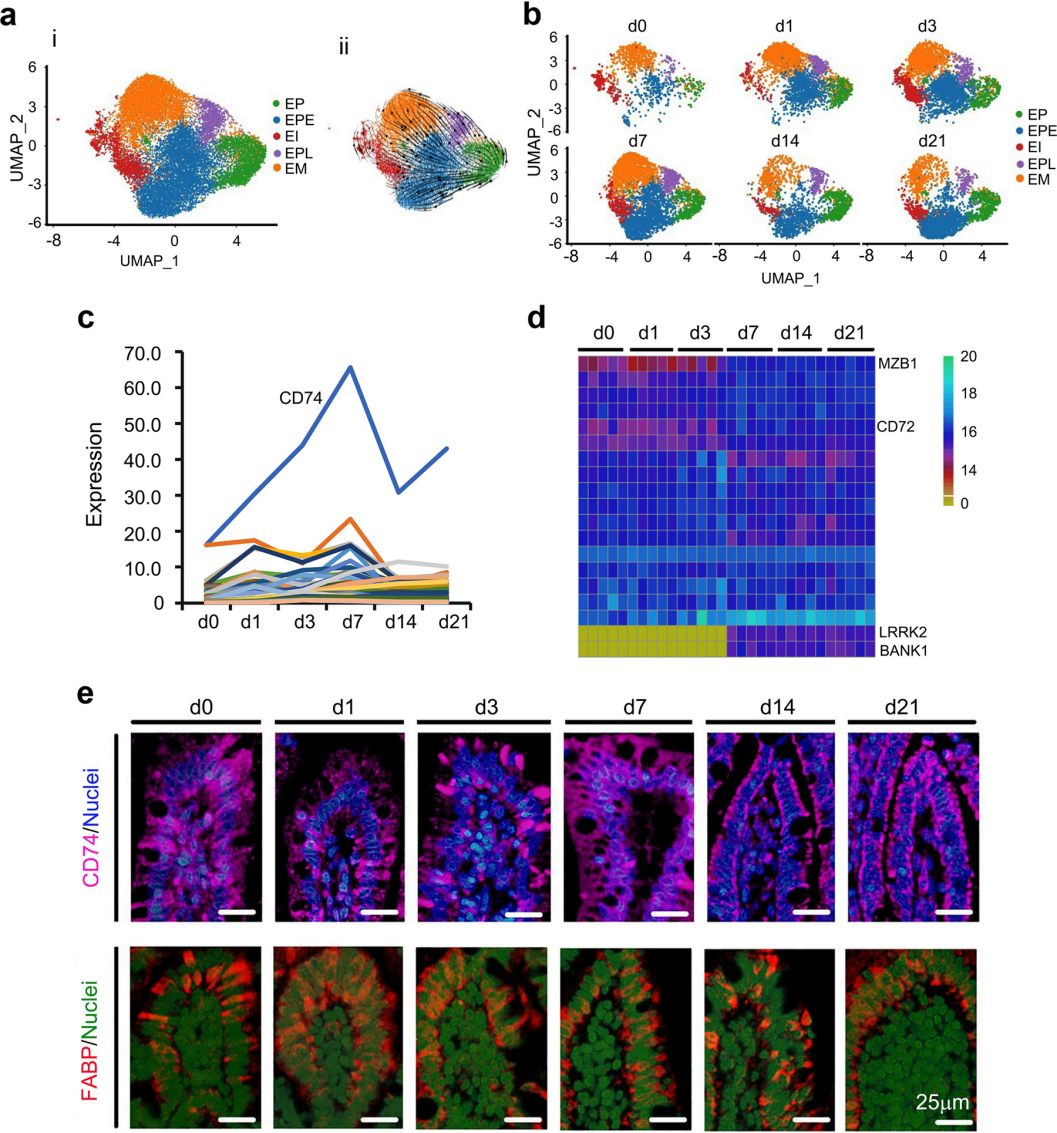
Differentiation of piglet ileal enterocytes during the neonatal window. (a) Cell type clusters for enterocytes (EP, EPE, EPL, EI, and EM). (Panel i) tSNE of enterocytes single cells (points), colored by cluster assignment. (Panel ii) RNA velocity vectors projection on tSNE plot. (b) Enterocyte cell population changes during development (from day 0 to day 21). (c) Expression pattern of the top 50 specifically expressed genes in enterocyte cells. (d) Protein levels of some of the top 50 specifically expressed genes from the proteomics analysis. (e) Protein levels of CD74 and FABP in the different samples at different time points by IHF.

10.1128/mSystems.00725-21.2 FIG S2 Summary of scRNA-seq data for enterocytes. (a) Heat map of the top 25 marker genes in each cluster of enterocytes. (b) Expression pattern of marker genes in different clusters of enterocytes. (c) Trajectory reconstruction of enterocyte cells based on cell clusters following pseudotime analysis. (Panel i) Monocle plot. (Panel ii) RNA velocity vector projection on Monocle plots. (d) Marker gene expression patterns in Monocle analysis. (e) Monocle images for different samples at 6 time points, or different clusters of enterocytes. (f) Protein levels of catenin in different samples at different time points determined by IHF. Download FIG S2, TIF file, 2.5 MB. Copyright © 2021 Meng et al. 2021 Meng et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To correlate gene expression patterns and cell population changes, the expression levels of the top 50 specifically expressed genes from ECs were analyzed. 

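Among the 50 genes most specific to the enterocyte-matched clusters, led by KLF2, CCR7, CD83 and PHACTR1, 38 were higher over all cells on day 7 than on day 0 and 48 lower on day 21 than on day 7. The highest mean fell on day 7 for 20 genes, on day 1 for 14, on day 3 for 8, on day 0 for 5 and on day 14 for 3. Their means summed to 148.2 UMIs per 10000 on day 0, 182.7 on day 1, 216.6 on day 3, 277.0 on day 7, 295.2 on day 14 and 171.0 on day 21. LOC100152327, singled out after its values were seen, gave 86.1 of the sum on day 7 and 184.0 on day 14. The median of the 50 means was 1.94 on day 7 and 1.30 on day 14, and was highest on day 1 at 2.00. With no minimum on the share of cells with a UMI, the 50 genes changed and 10 were higher on day 7 than on day 0. CD74 (chromosome 2, 151402210 to 151409924 in Sscrofa11.1), the invariant chain of major histocompatibility complex class II, averaged 19.9 UMIs per 10000 on day 0, 27.9 on day 1, 46.5 on day 3, 57.4 on day 7, 44.7 on day 14 and 29.4 on day 21. Its UMIs summed to 97357 (95% interval 96746 to 97970) on day 0, 348385 (347229 to 349544) on day 7 and 186046 (185202 to 186893) on day 21. By class its mean was 67.3 in Paneth-matched cells, 56.1 in enterocyte-matched, 38.7 in TA-matched and 35.7 in stem-matched cells. It was 20.1 in goblet-matched, 8.09 in tuft-matched and 7.79 in EEC-matched cells. In barcodes with few UMIs it stood at 11.6 on day 0 and 51.6 on day 7.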

Their expression trends were similar to those in ECs during day 0 to day 21, especially CD74 (a survival receptor on intestinal epithelial cells) (14), whose trend was almost identical to that of ECs (Fig. 3c). Furthermore, the protein levels of some of these 50 genes from the proteomics analysis showed a trend similar to that of gene expression (Fig. 3d). The protein levels of CD74 followed the same trend as its gene expression pattern, which confirmed the proteomic data and scRNA-seq data (Fig. 3e). Another EC protein, FABP, was expressed in the piglet ileum (Fig. 3e) (2). The cell junction protein catenin was more condensed at day 7 to day 21 than that at day 0 to day 3, which indicated that the ileum matured with time (Fig. S2f).

### Time-dependent decrease in secretory cells.

There are 4 major types of secretory cells in the small intestine mucosal epithelium: goblet, Paneth, and tuft cells and EECs. All these types were present in the ileum from day 0 to day 21 (Fig. 1c to e) and showed a similar decreasing developmental trend (Fig. 1f).

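The clusters matched to goblet, tuft and Paneth cells and EECs together held 60.3% (6519 cells, 95% interval 59.4 to 61.3%) on day 0, 56.2% (7007 cells, 55.3 to 57.1%) on day 1 and 24.9% (2639 cells, 24.0 to 25.7%) on day 3. They held 27.2% (4044 cells, 26.5 to 27.9%) on day 7, 14.8% (2516 cells, 14.3 to 15.3%) on day 14 and 14.9% (2265 cells, 14.3 to 15.4%) on day 21. The sum fell from day 0 to day 3, rose on day 7 and was lower again on days 14 and 21, whose intervals overlap.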

Goblet cells synthesize and secrete mucus (15) to assist with gut content elimination and immune defense (16). In the current investigation, goblet cells were most prolific at day 0, followed by ECs and tuft cells (Fig. 1f; Fig. S1a). Specifically, there were 3 clusters of goblet cells (Goblet 1, Goblet 2, and Goblet 3) (Fig. 4a; Fig. S3a and b). 

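At day 0 the goblet-matched cells came from clusters that differ in their leading genes. Cluster 19 held 8.27% (894 cells, 95% interval 7.76 to 8.81%) of all cells, cluster 3 7.38% (797 cells, 6.89 to 7.88%) and cluster 11 7.06% (763 cells, 6.58 to 7.56%). Cluster 22 held 3.53% (381 cells, 3.19 to 3.89%), cluster 24 0.481% (52 cells, 0.360 to 0.631%) and cluster 18 0.241% (26 cells, 0.157 to 0.352%). Cluster 3, led by mitochondrial genes, had a median of 1067 UMIs per cell, of which 34.3% were mitochondrial at the median, and cluster 11 had 2022 UMIs and 46.6%. Cluster 19 had 19203 UMIs and 9.90%. On day 21, cluster 3 held 9.16% (1396 cells, 8.70 to 9.62%), cluster 11 0.0328% (5 cells, 0.0106 to 0.0765%) and cluster 18 2.77% (423 cells, 2.52 to 3.05%), and clusters 19, 22 and 24 had no cell there, which allows a share of up to 0.0242% for each. For each of these 3 clusters day 0 gave most of the cells and day 1 most of the rest. The paper's goblet markers in Fig. 1d (COX2, ATP6, COX3, CYTB, ND1 and ND3) all lie in the mitochondrial genome, and all but ND3 were among the leading genes of cluster 3. MUC2, FCGBP and CLCA1, which encode mucus proteins, averaged 18.7, 8.57 and 33.3 UMIs per 10000 in cluster 24 and 0.331, 0.0874 and 0.306 in cluster 3.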

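The goblet-matched cells were clustered again, at the resolution (0.06) that gives the paper's number of 3 subclusters, numbered by size, so that a number need not stand for the paper's subcluster of the same number. Subcluster 1 (8180 cells, median 1251 UMIs and 41.8% mitochondrial) was led by HSP70.2, ND6, ND4L and LOC110261482. Subcluster 2 (2634 cells, 17668 UMIs and 9.71%) was led by ADH1C, CCL25, SLPI and HSD17B2, and subcluster 3 (1881 cells, 1310 UMIs and 20.4%) by KIF11, TOP2A, TPX2 and MKI67. The epithelial gene EPCAM averaged 1.18, 9.89 and 0.235 UMIs per 10000 and the leukocyte gene PTPRC 6.91, 0.331 and 12.8 in subclusters 1, 2 and 3.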

Although the total number of goblet cells continuously decreased (Fig. 1f and 4b), those of Goblet 3 cells gradually increased (Fig. 4b), which suggested that they may be more mature. 

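As a share of all cells of a library, goblet subcluster 3 held 0.435% (47 cells, 95% interval 0.320 to 0.578%) on day 0, 0.433% (54 cells, 0.325 to 0.565%) on day 1 and 1.27% (135 cells, 1.07 to 1.5%) on day 3. It held 3.39% (505 cells, 3.11 to 3.70%) on day 7, 3.60% (613 cells, 3.33 to 3.89%) on day 14 and 3.46% (527 cells, 3.17 to 3.76%) on day 21. Its share rose from day 1 to day 14, with overlapping intervals for days 0 and 1 and for days 7, 14 and 21. Subcluster 2 held 13.8% (1495 cells, 13.2 to 14.5%) on day 0, 1.67% (248 cells, 1.47 to 1.89%) on day 7 and 0.00656% (1 cell, 0.000166 to 0.0365%) on day 21. Subcluster 1 held 12.7% (1371 cells, 12.1 to 13.3%), 16.1% (2390 cells, 15.5 to 16.7%) and 8.50% (1296 cells, 8.06 to 8.95%) on the same days. From the growing number of Goblet 3 cells, the paper proposes that these cells may be more mature.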

Unsupervised pseudotime analysis and RNA velocity showed cell development sequencing from Goblet 1 to Goblet 2 to Goblet 3 (Fig. 4a; Fig. S3c to e). The top 50 specifically expressed goblet cell genes followed the same trend as the number of goblet cells, decreasing during day 0 to day 21, especially COX2, which was most highly expressed in goblet cells (Fig. 4c). Furthermore, the protein levels of some of these 50 genes followed the same trend as gene expression in goblet cells (Fig. 4d) in the proteomics analysis. 

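All 50 genes most specific to the goblet-matched clusters were lower over all cells on day 21 than on day 0. Of them APOA1, on the enterocyte marker list, had the highest mean in the class. The mean was highest on day 0 for 36 of them and on day 1 for 14, and 1 fell at every step. Their means summed to 121 UMIs per 10000 on day 0, 83.2 on day 1, 7.84 on day 3, 22.7 on day 7, 5.20 on day 14 and 2.77 on day 21. COX2 in the files is the mitochondrial cytochrome c oxidase subunit 2 (mitochondrial genome, 8203 to 8890 in Sscrofa11.1). It averaged 371 UMIs per 10000 on day 0, 289 on day 1, 243 on day 3, 342 on day 7, 179 on day 14 and 233 on day 21 over all cells. COX2 is thus not among these 50 genes, whose means summed to less on every day. Its mean was 867 in goblet-matched cells, against 170.3 in enterocyte-matched and 127 in stem-matched cells. By cluster it averaged 1046 in cluster 3, 1081 in cluster 11 and 222 in cluster 24. PTGS2 (chromosome 9, 127850164 to 127858866), the gene of cyclooxygenase 2, the protein named for the antibody in Table S1, was chosen after its values were seen. It averaged 0.0360 in goblet-matched and 0.994 in Paneth-matched cells.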

COX2 protein levels followed the same trend as its gene expression pattern (Fig. 4d and e). At the same time, the goblet marker genes MUC13, TFF3, and ND3 were also present in goblet cells (Fig. S3f).

**FIG 4:**
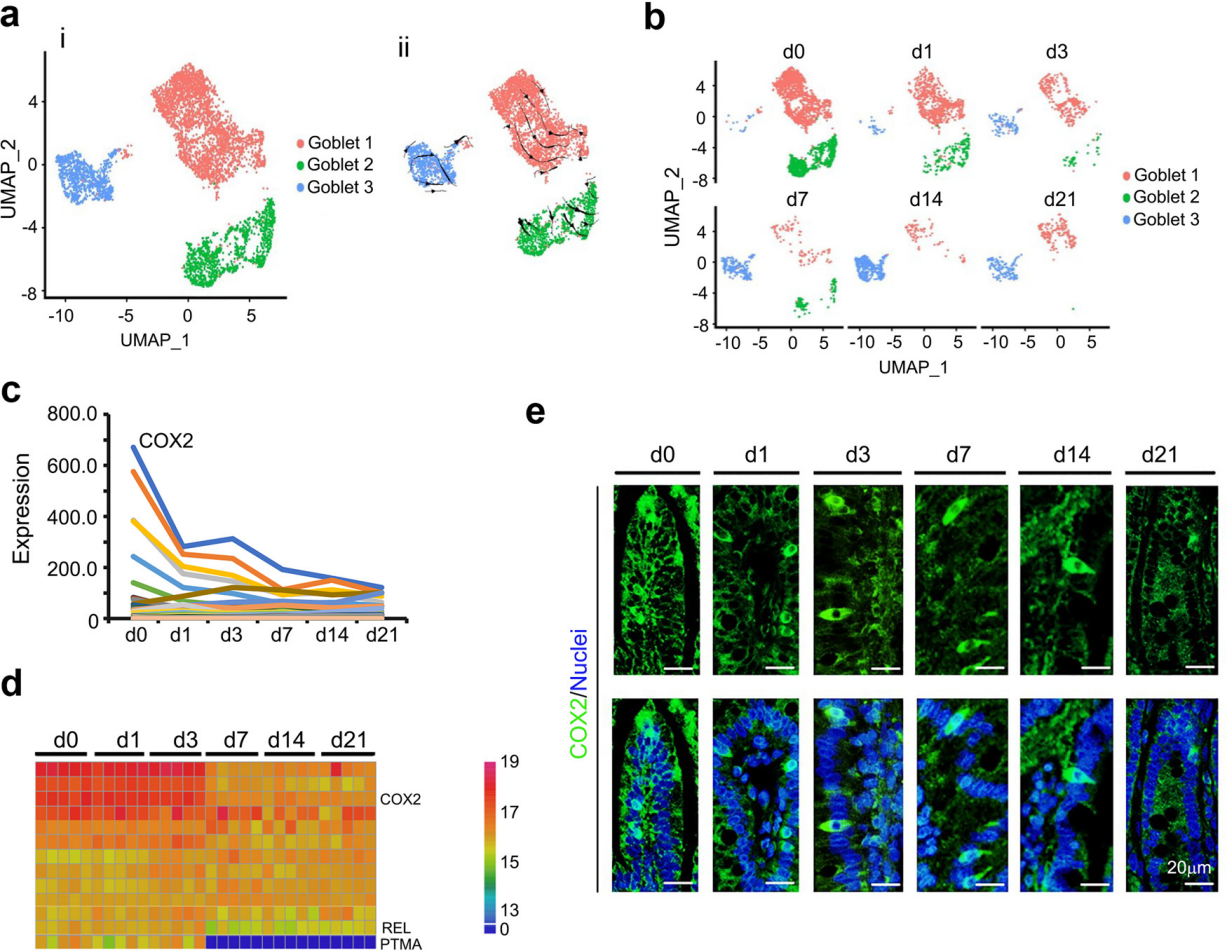
Decrease in goblet cells of piglet ileum during the neonatal window. (a) Cell type clusters for goblet cells. (i) tSNE of goblet single cells (points), colored by cluster assignment. (ii) RNA velocity vector projection on tSNE plot. (b) Decrease in goblet cell population during development (from day 0 to day 21). (c) Expression pattern of the top 50 specifically expressed genes in goblet cells. (d) Protein levels of some of the top 50 specifically expressed genes from the proteomics analysis. (e) Protein levels of COX2 in the different samples at different time points by IHF.

10.1128/mSystems.00725-21.3 FIG S3 Summary of scRNA-seq data for goblet cells and tuft cells. (a) The heat map of the top 25 marker genes in each cluster of goblet cells. (b) The expression pattern of marker genes in different clusters of goblet cells. (c) Trajectory reconstruction of goblet cells based on cell clusters following pseudotime analysis. (Panel i) Monocle plot. (Panel ii) RNA velocity vectors projection on monocle plot. (d) Expression pattern of marker genes in different clusters of goblet cells in monocle analysis. (e) Monocle images for different samples at 6 time points, or different clusters of goblet cells. (f) IHF for the protein expression of goblet cell marker genes MUC13, TFF3, and ND3. (g) Heat map of the top 25 marker genes in each cluster of tuft cells. (h) Trajectory reconstruction of goblet cells based on cell clusters following pseudotime analysis. (Panel i) Monocle plot. (Panel ii) RNA velocity vectors projection on monocle plot. (Panel iii) The expression pattern of marker genes in different clusters of tuft cells in monocle analysis. (i) Expression pattern of marker genes in different clusters of goblet cells in monocle analysis. (j) Monocle images for different samples at 6 time points, or different clusters of tuft cells. (k) IHF for the protein expression of IL-6 in samples from different time points. Download FIG S3, TIF file, 1.9 MB. Copyright © 2021 Meng et al. 2021 Meng et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

In the current investigation, tuft cells were the second largest population of epithelial cells at day 0, and then decreased gradually from day 1 to day 21 (Fig. 1f and 5a and b). 

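Of the tuft-matched cells, 6003 lay in cluster 2, led by CD7, CD3E and CD3G, 1944 in cluster 16, led by TAC3, NCR2, IL23R and KLRB1, and 443 in cluster 23, led by PDCD1, LAG3 and CD8A. Their median depths were 3482, 6116 and 8847 UMIs per cell. Together their share fell by 22.2 percentage points from day 0 to day 21. The share of cluster 16 was highest on day 3, with 6.76% (718 cells, 95% interval 6.29 to 7.26%). The tuft cell genes DCLK1, POU2F3 and TRPM5 averaged 0.00542, 0.0133 and 0.0400 UMIs per 10000 in cluster 2 and 0.0898, 0.00343 and 0.0185 in cluster 16.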

There were 3 subclusters of tuft cells (Tuft 1, Tuft 2, and Tuft 3), with Tuft 1 (Fig. 5a and b; Fig. S3g to k) being close to the progenitors as they developed into Tuft 2 and/or Tuft 3 (Fig. 5a; Fig. S3h, RNA velocity). 

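At the resolution of 0.08 that gives the paper's 3 tuft subclusters, and with numbers by size, tuft subcluster 1 held 5992 cells and was led by CD7, DAPL1, S100B and CCL5, subcluster 2 held 1889 cells and was led by TAC3, LOC100525237, RASSF9 and OTOP2, and subcluster 3 held 509 cells and was led by BUB1, E2F8, ASF1B and CENPA. CD3E averaged 7.67, 0.495 and 5.72 UMIs per 10000 and EPCAM 0.197, 0.0891 and 0.129 in subclusters 1, 2 and 3.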

The number of Tuft 1 cells increased from day 0 to day 1 followed by a decrease until day 21, while the number of Tuft 2 and Tuft 3 cells continued decreasing from day 0 to day 21 (Fig. 5b). 

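Of all cells of a library, tuft subcluster 1 held 20.3% (2195 cells, 95% interval 19.6 to 21.1%) on day 0, 15.7% (1954 cells, 15.0 to 16.3%) on day 1 and 4.24% (450 cells, 3.86 to 4.64%) on day 3. It held 3.80% (565 cells, 3.50 to 4.12%) on day 7, 2.82% (480 cells, 2.58 to 3.08%) on day 14 and 2.28% (348 cells, 2.05 to 2.53%) on day 21. Subcluster 2 held 4.09% (442 cells, 3.72 to 4.48%) on day 0, 3.52% (439 cells, 3.20 to 3.86%) on day 1 and 6.44% (684 cells, 5.98 to 6.92%) on day 3. It held 0.948% (141 cells, 0.798 to 1.12%) on day 7, 1.03% (175 cells, 0.882 to 1.19%) on day 14 and 0.0525% (8 cells, 0.0227 to 0.103%) on day 21, with its highest share on day 3. Subcluster 3 held 0.398% (43 cells, 0.288 to 0.536%) on day 0, 0.682% (85 cells, 0.545 to 0.842%) on day 1 and 1.12% (119 cells, 0.929 to 1.34%) on day 3. It held 0.807% (120 cells, 0.669 to 0.964%) on day 7, 0.588% (100 cells, 0.478 to 0.714%) on day 14 and 0.275% (42 cells, 0.199 to 0.372%) on day 21.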

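The 50 genes most specific to the tuft-matched clusters, led by THEMIS, CD3E, CRTAM and CD3G, were all lower over all cells on day 21 than on day 0. Of them 35 were highest on day 0, 10 on day 1 and 5 on day 3, and 11 fell at every step. Within the tuft-matched cells, 21 of the 50 were lower on day 21. CCL5 (chromosome 12, 39652731 to 39659121 in Sscrofa11.1), a chemokine, had the highest mean of the 50. It averaged 18.9 UMIs per 10000 on day 0, 5.14 on day 1, 2.21 on day 3, 2.76 on day 7, 3.17 on day 14 and 1.81 on day 21 over all cells, and its UMIs summed to 81144 (95% interval 80587 to 81704) on day 0 and 8810 (8627 to 8996) on day 21. By class it averaged 44.1 in tuft-matched, 9.25 in Paneth-matched and 0.308 in enterocyte-matched cells. Barcodes with few UMIs held 9.42 per 10000 on day 0 and 1.74 on day 21.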

The expression levels of the top 50 specifically expressed tuft cell genes followed the trend of tuft cells, decreasing from day 0 to day 21, especially the most highly expressed gene, CCL5 (Fig. 5c). Furthermore, the protein levels of some of these 50 genes followed the trend of gene expression in tuft cells (Fig. 5d) in the proteomics analysis. CCL5 protein levels followed the trend of gene expression, which confirmed the proteomic data and scRNA-seq data (Fig. 5e). The protein levels of another cytokine, interleukin 6 (IL-6), decreased during this time (Fig. S3k).

**FIG 5:**
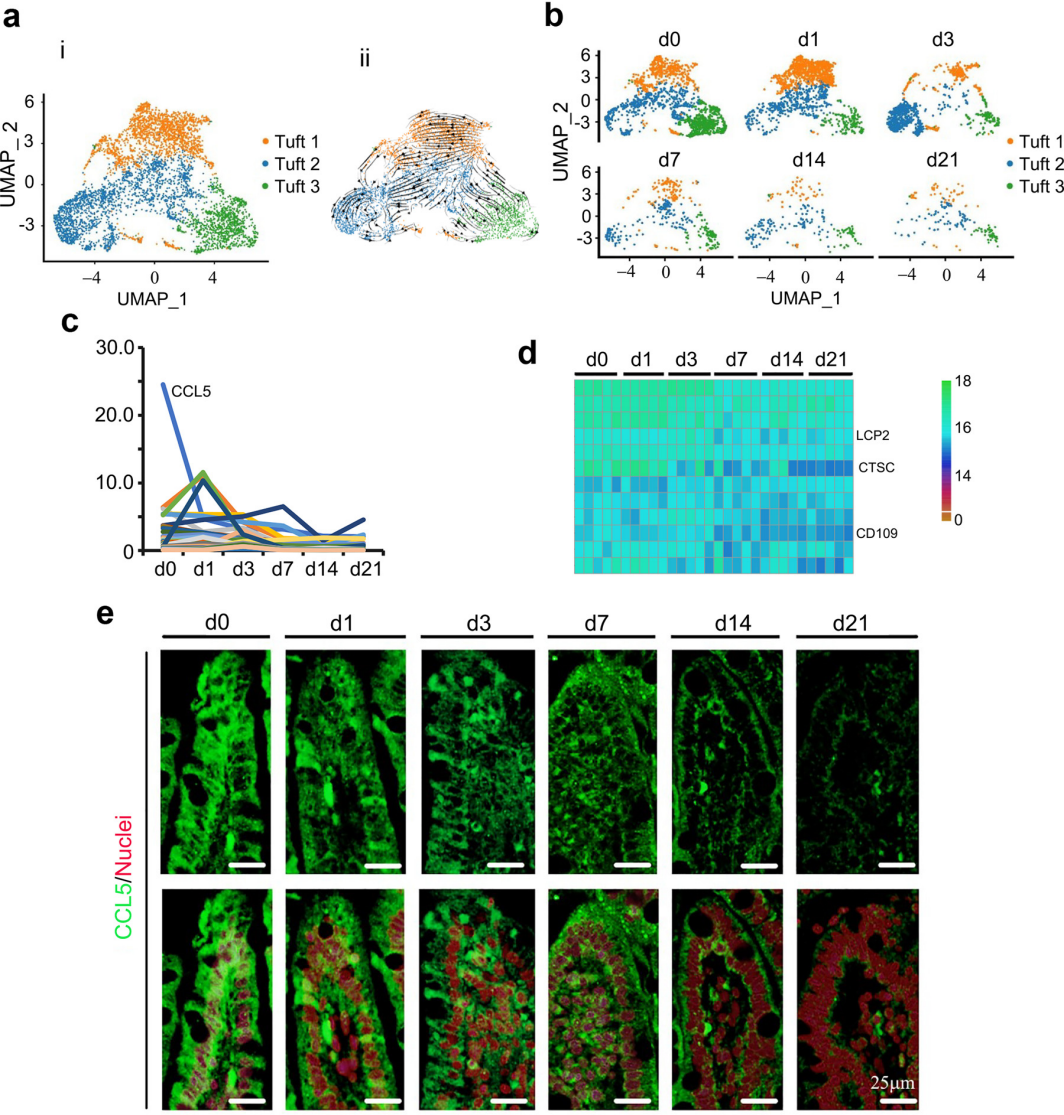
Reduction in tuft cells of piglet ileum during the neonatal window. (a) Cell type clusters for tuft cells. (i) tSNE of tuft single cells (points), colored by cluster assignment. (ii) RNA velocity vectors projection on tSNE plot. (b) Tuft cell population reduction during development (from day 0 to day 21). (c) Expression pattern of the top 50 specifically expressed genes in tuft cells. (d) Protein levels of some of the top 50 specifically expressed genes from the proteomics analysis. (e) Protein levels of CCL5 in the different samples at different time points by IHF.

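Cluster 17, the only cluster matched to the EEC markers (CFD, SPARCL1 and LGALS1), split at a resolution of 0.1, chosen to give the paper's number, into 5 subclusters of 547, 521, 350, 214 and 126 cells. They were led by CCL14, EXOC3L2, FLT1 and ADGRL4; by LOC100520216, DPT, CCL11 and SPON1; by TBX1, MMRN1, LYVE1 and GPM6A; by RERGL, EPHX3, GPAT2 and RASL12; and by FCAMR, PLA2G2D, BTC and PTHLH, in the same order. COL3A1 averaged 11.7, 78.2, 6.18, 8.49 and 16.1 UMIs per 10000 in them, the endothelial gene PECAM1 13.7, 0.231, 6.82, 1.13 and 0.0801, and CHGA, the chromogranin of enteroendocrine granules (chromosome 7, 114345542 to 114357799 in Sscrofa11.1), 0.0808, 0.102, 1.32, 0.0706 and 0.0539.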

In the current investigation, EECs in the neonatal piglet ileal epithelium were classed into 5 subclusters with respective marker genes (Fig. S4). 

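SOX4 (chromosome 7, 16886834 to 16895488 in Sscrofa11.1), a transcription factor, averaged 4.50, 4.04, 6.38, 6.68 and 2.27 UMIs per 10000 in EEC subclusters 1 to 5, whose median depths were 5235, 4235, 4037, 4327 and 8056 UMIs per cell. In the Paneth-matched subclusters it averaged 0.741 and 0.867, and in goblet subclusters 1, 2 and 3 4.41, 3.03 and 1.13. Over all cells of a library its mean was 2.65, 2.68, 1.91, 1.54, 0.596 and 0.357 from day 0 to day 21, with 20197 (95% interval 19919 to 20477) UMIs on day 0 and 2192 (2101 to 2286) on day 21. In barcodes with few UMIs, SOX4 stood at 2.38 per 10000 on day 0 and 1.86 on day 1, the libraries with most cells of cluster 17.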

Sox4 was expressed in all 5 EEC subclusters, which suggested that these cells may have been at the progenitor stage, as EECs are reported to possess intestinal stem cell activity (17). The number of EECs continued dropping from day 0 to day 21 (Fig. S4b), and the expression levels of the top 50 specifically expressed genes in EECs followed the same trend (Fig. S4f). Furthermore, the protein levels of some of these 50 genes followed the trend of gene expression in EECs (Fig. S4g) in the proteomics analysis. 

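The 50 genes most specific to cluster 17, led by PTN, SLITRK6, C7 and PDGFRA, were all lower over all cells on day 21 than on day 0. Of these, 38 were highest on day 1 and 10 on day 0. Their means summed to 19.0 UMIs per 10000 on day 0, 22.1 on day 1, 12.0 on day 3, 0.260 on day 7, 0.276 on day 14 and 0.162 on day 21. Within the cluster, 37 of the 50 were lower on day 21, from 7 cells. The share of cells fell by 5.71 percentage points from day 0 to day 21.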

The protein levels of CHGA (marker gene of EECs) followed its gene expression pattern, which confirmed the proteomic data and scRNA-seq data (Fig. S4h).

10.1128/mSystems.00725-21.4 FIG S4 Summary of scRNA-seq data for EECs and Paneth cells. (a) Cell type clusters for EECs. (Panel i) tSNE of goblet single cells (points), colored by cluster assignment. (Panel ii) RNA velocity vectors projection on tSNE plot. (b) EEC population decrease during development (from day 0 to day 21). (c) Heat map of the top 25 marker genes in each cluster of EECs. (d) Expression pattern of marker genes in different EEC clusters. (e) EEC trajectory reconstruction based on cell clusters following pseudotime analysis. (Panel i) Monocle plot. (Panel ii) RNA velocity vectors projection on monocle plot. (f) Expression pattern of the top 50 specifically expressed genes in EECs. (g) Protein levels of some of the top 50 specific expressed genes from the proteomic analysis. (h) Protein levels of CHGA in the different samples at different time points by IHF. (i) Cell type clusters for Paneth cells. (Panel i) tSNE of goblet single cells (points), colored by cluster assignment. (Panel ii) RNA velocity vectors projection on tSNE plot. (j) Paneth cell population decrease during development (from day 0 to day 21). (k) Heat map of the top 25 marker genes in each cluster of Paneth cells. (l) Expression pattern of marker genes in different clusters of Paneth cells. (m) Trajectory reconstruction of Paneth cells based on cell clusters following pseudotime analysis. (Panel i) Monocle plot. (Panel ii) RNA velocity vectors projection on monocle plot. (n) Expression pattern of the top 50 specifically expressed genes in Paneth cells. (o) Protein levels of some of the top 50 specifically expressed genes from the proteomic analysis. (p) Protein levels of LYZL1 in the different samples at different time points by IHF. Download FIG S4, TIF file, 1.7 MB. Copyright © 2021 Meng et al. 2021 Meng et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Paneth cells, located at the base of crypts, are highly specialized with intensive secretory activity due to their extensive endoplasmic reticulum and Golgi network structures (18, 19). Paneth cells possess important antimicrobial functions in the small intestine because their large granules can release antimicrobial molecules, including peptides (18, 19). 

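Cluster 14, the only cluster matched to the Paneth markers (CST3, AIF1 and LYZ), was split at a resolution of 0.06 to give the paper's number of subclusters. Subcluster 1 (1274 cells) was led by ARG1, LYZ, F13A1 and PLBD1 and subcluster 2 (873 cells) by C4BPA, IFIT1, LOC110261048 and IFIT3. The median depth was 7389 UMIs per cell in the former and 1414 in the latter. LYZ (chromosome 5, 33612593 to 33618953 in Sscrofa11.1), lysozyme, averaged 17.7 and 1.44 UMIs per 10000, and EPCAM 0.139 and 0.407.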

In the current study, there were two subclusters of Paneth cells with different marker genes (Paneth 1 and Paneth 2) (Fig. S4i to p). 

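From day 0 to day 1 the share of cells in cluster 14 rose by 7.17 percentage points, and from day 0 to day 21 it fell by 2.58. Subcluster 1 held 2.11% (228 cells, 95% interval 1.85 to 2.40%) on day 0, 5.79% (722 cells, 5.39 to 6.21%) on day 1 and 1.31% (139 cells, 1.10 to 1.54%) on day 3. It held 0.302% (45 cells, 0.221 to 0.404%) on day 7, 0.740% (126 cells, 0.617 to 0.881%) on day 14 and 0.0918% (14 cells, 0.0502 to 0.154%) on day 21. Subcluster 2 held 0.703% (76 cells, 0.555 to 0.880%) on day 0, 4.19% (523 cells, 3.85 to 4.56%) on day 1 and 0.753% (80 cells, 0.598 to 0.937%) on day 3. It held 0.121% (18 cells, 0.0717 to 0.191%) on day 7, 0.905% (154 cells, 0.768 to 1.06%) on day 14 and 0.144% (22 cells, 0.0904 to 0.218%) on day 21.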

Overall, the number of Paneth cells gradually dropped from day 0 to day 21 (Fig. S4j). The expression levels of the top 50 specifically expressed genes in Paneth cells followed the cell number trend, decreasing from day 0 to day 21, especially for FTH1 and B2M (Fig. S4n). Furthermore, the protein levels of some of these 50 genes followed the trend of Paneth cell gene expression, especially for B2M (Fig. S4o) in the proteomics analysis. 

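Each of the 50 genes most specific to cluster 14, led by FCN1 and S100A12, was highest over all cells on day 1, and 47 were lower on day 21 than on day 0. Within the cluster, 30 of the 50 were lower on day 21 than on day 0. Their means summed to 8.76 UMIs per 10000 on day 0, 110.1 on day 1, 7.26 on day 3, 3.18 on day 7, 5.72 on day 14 and 1.27 on day 21. FTH1 (chromosome 2, 9535051 to 9537979 in Sscrofa11.1), the ferritin heavy chain, averaged 33.3 on day 0, 63.8 on day 1, 13.9 on day 3, 14.4 on day 7, 14.5 on day 14 and 9.79 on day 21 over all cells. Its UMIs summed to 353537 (95% interval 352373 to 354704) on day 0 and 66221 (65718 to 66727) on day 21, and its mean was 260.0 in cells of cluster 14, 55.6 in cluster 17 and 17.8 in enterocyte-matched cells. B2M, for which the annotation gives 2 loci on chromosome 1, averaged 14.4 on day 0, 22.5 on day 1, 11.9 on day 3, 7.70 on day 7, 6.66 on day 14 and 4.49 on day 21. Its UMIs summed to 96652 (96044 to 97263) and 26121 (25805 to 26440) on days 0 and 21, and its mean was 44.6 in cluster 14 and 23.9 in tuft-matched cells. Neither FTH1 nor B2M is among the 50 genes, whose means on day 0 summed to less than the mean of either.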

Protein levels of the Paneth cell marker gene LYZ (2) followed the trend of its gene expression pattern, which confirmed the proteomics data and scRNA-seq data (Fig. S4p).

Birth marks the transition from a sterile uterine environment to a microbe-rich environment (1, 20–23). The intestinal microbiota plays important roles in shaping intestinal epithelial development (1, 20–23). At birth, almost no microbiota was found in piglet ileal mucosa, while with development, the diversity of ileal microbiota increased (Fig. S5a to e). The relative proportion of the 4 major microbes changed during the neonatal window (Fig. S5d). As we found in our previous study (24), the “beneficial” microbiota member *Lactobacillus* started to appear in the swine ileum at day 3 and remained at a constant level until day 21, while the other 3 major microbiota organisms either decreased or fluctuated during this developmental window. This may be because the experimental piglets were raised solely on maternal milk, without antibiotics, immunization, or other additives, which was reflected by the proportion of the 4 secretory and protective cell types that decreased from day 0 to day 21 (Fig. 1e, 4b, and 5b; Fig. S4b and j). Correlations between microbiotas and different cell type development showed a positive correlation of lactobacillus with stem cells, TA, and ECs but a negative correlation with goblet, Paneth, and tuft cells and EECs (Fig. S5e).

10.1128/mSystems.00725-21.5 FIG S5 Changes in ileal mucosa microbiota and expression patterns of GPCRs and members of the TGF-β and BMP signaling pathways. (a) Alpha index of the small intestine microbiota: Shannon, Simpson, Chao1, and ACE indexes. (b) PLS-DA of the microflora in samples from different time points. (c) Differences of bacterial abundance at the genus level. (d) Relative proportion of the 4 major microbiotas. (e) Pearson correlation of the proportion of microbiotas and the proportion of different clusters of cells. (f) IHF images of some of the TFs at different time points from day 0 to day 21. (g) Expression pattern of GPCRs in different clusters of the ileal epithelium. (h) Expression pattern of GPCRs in samples from different time points. (i) Expression patterns of members of TGF-β and BMP pathways in different clusters of the ileal epithelium. (j) Expression patterns of members of TGF-β and BMP pathways in samples from different time points. Download FIG S5, TIF file, 2.0 MB. Copyright © 2021 Meng et al. 2021 Meng et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Active interactions of the different types of ileal epithelial cells during development.

The analysis of gene regulatory networks (GRNs; transcriptional factors [TFs]) (25) among the different ileal epithelia revealed the presence of many master regulators within each cell population (Fig. 6a). Notably, the binary regulon activity heat map indicated that stem cells plus TA (ST) and EC predominantly posed a high expression of regulons, while the four secretary cell clusters had relatively low regulon expression (Fig. 6a). 

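RNA of the transcription factors CREM, E2F8 (printed E2M8 in the paper), PAX5, EGR1 and POU2AF1 and of the GTPase RAB18 was measured in the same libraries, as means over all cells from day 0 to day 21. PAX5 (chromosome 1, 237574938 to 237785454 in Sscrofa11.1), a B cell factor, averaged 0.523, 0.739, 3.25, 4.71, 5.48 and 7.16 UMIs per 10000, and its UMIs summed to 2168 (95% interval 2078 to 2261) on day 0 and 41951 (41551 to 42354) on day 21. The coactivator POU2AF1 averaged 1.10, 1.22, 3.31, 4.73, 6.71 and 6.26. By class, PAX5 averaged 7.17 in stem-matched, 5.49 in TA-matched, 3.71 in enterocyte-matched and 0.168 in EEC-matched cells. POU2AF1 averaged 7.12, 7.02, 4.16 and 0.212 in the same classes. E2F8 (chromosome 2, 40178182 to 40194932) averaged 0.0361, 0.0455, 0.210, 0.269, 0.737 and 0.383, highest in stem-matched cells at 1.14. CREM (chromosome 10, 57829523 to 57895610) averaged 2.38, 3.44, 1.79, 1.40, 1.53 and 1.28 and was highest in enterocyte-matched cells at 2.83. Its log2 change from day 0 to day 21 was -0.89 from these means, but -0.047 as CPM of summed UMIs and -0.029 with TMM. EGR1 averaged 5.37, 3.45, 1.66, 2.23, 0.650 and 0.510 and was highest in EEC-matched cells at 7.40. RAB18 stayed between 0.381 and 0.423 on every day. Regulon activity was not computed here.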

TF protein levels confirmed their gene expression (Fig. 6b; Fig. S5f), including CREM, E2M8, PAX5, EGR1, RAB18, and Pou2AF1.

**FIG 6:**
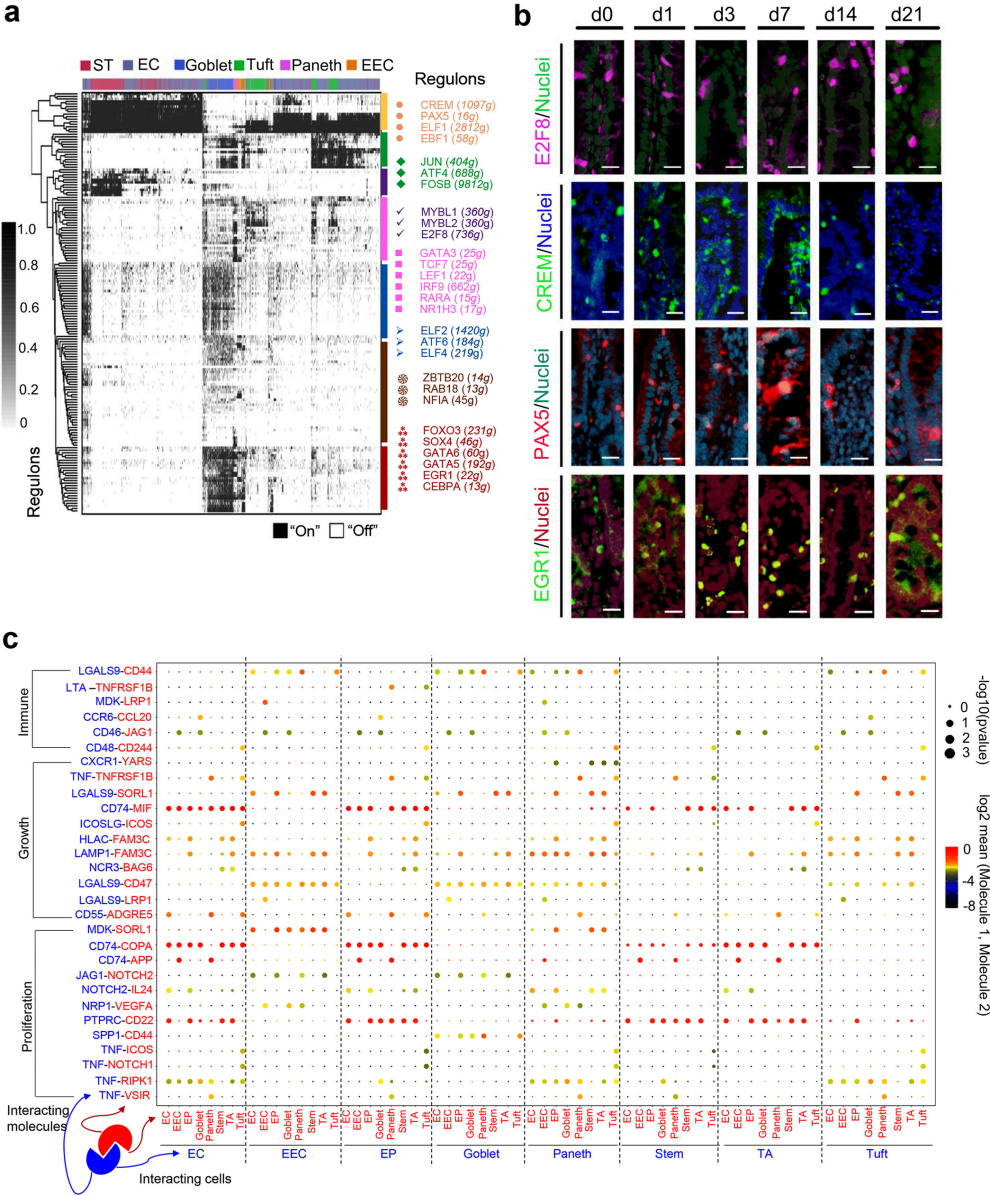
Multiple regulatory networks in ileal epithelial cells in the neonatal window. (a) SCENIC binary regulon activity heat map depicting different clusters of ileal epithelium cell enriched regulons. Column depict single cells, while rows depict regulons. “On” indicates active regulons, while “Off” indicates inactive regulons. (b) IHF images of some of the TFs at different time points from day 0 to day 21. (c) Overview of selected ligand-receptor interactions. *P* values are indicated by circle size (scale on right) (permutation test; see Materials and Methods). The means of the average expression level of interacting molecule 1 in cluster 1 and interacting molecule 2 in cluster 2 are indicated by color. Assays were performed at the mRNA level, but are extrapolated to protein interactions.

Ligand-receptor complexes are the major form of cell-cell communication; this is critical for coordinating various biological activities, including development, differentiation, etc. (26, 27). To systematically explore cell type interaction in the ileum epithelial interface, we used CellPhoneDB analysis (www.CellPhoneDB.org) to explore ligand-receptor interacting pairs (Fig. 6c). Overall, ligand-receptor interaction was higher in ECs (EI and EM), EP (EP, EPE, and EPL), stem cells, and TA (TA, TA-G1, and TA-G2) with each other or with secretory cells (goblet, Paneth, and tuft cells and EECs) compared with the interaction of goblet, Paneth, and tuft cells and EECs with each other or with EC, EP, stem cells, and TA (Fig. 6c). 

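For the ligands and receptors MIF, COPA, APP, PTPRC and CD22, the RNA behind the pairs was measured per class; the permutation of cluster names by CellPhoneDB was not run here, since it takes cells as replicates. MIF averaged 9.06 in stem-matched, 9.98 in TA-matched, 8.34 in enterocyte-matched and 4.24 UMIs per 10000 in goblet-matched cells. COPA averaged 0.518 in stem-matched, 0.532 in TA-matched, 0.439 in enterocyte-matched and 0.683 in EEC-matched cells. PTPRC, the leukocyte common antigen CD45, averaged 12.0 in stem-matched, 10.7 in TA-matched, 8.56 in enterocyte-matched and 0.604 in EEC-matched cells. CD22, a B cell lectin, averaged 1.30 in stem-matched, 1.18 in TA-matched, 1.05 in enterocyte-matched and 0.0591 in EEC-matched cells. APP averaged 3.40 in EEC-matched and 0.0149 in stem-matched cells. Over all cells, PTPRC rose from 3.18 on day 0 to 12.2 on day 21 and CD22 from 0.244 to 1.46, with 1077 (95% interval 1014 to 1143) and 8174 (7998 to 8353) UMIs. APP fell from 0.593 to 0.00661, with 5947 (5797 to 6100) and 45 (33 to 60) UMIs.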

The more significant pairs were CD74-MIF, CD74-COPA, PTPRC-CD22, and CD74-APP, which were mainly in the interaction of EC, EP, stem cells, and TA with each other or with secretory cells. 

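MDK averaged 4.98 UMIs per 10000 in EEC-matched, 0.597 in goblet-matched and 0.0645 in stem-matched cells. SORL1 averaged 4.87 in stem-matched, 2.42 in goblet-matched and 0.295 in EEC-matched cells. LGALS9 was highest in Paneth-matched cells at 1.11, as were CD47 at 2.00 and LAMP1 at 2.22. FAM3C averaged 2.55 in EEC-matched, 1.90 in stem-matched, 0.419 in tuft-matched and 0.348 in Paneth-matched cells.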

The significant pairs in secretory cells were MDK-SORL1, LGALSL9-CD47, LAMP1-FAM3C, HLAC-FAM3C, and others. Some of these pairs have been reported to have broad functions; for example, CD74-MIF is involved in many biological processes in cardiac function, tumor formation, and inflammation modulation (28).

GPCRs, TGF-β signaling, and BMP signaling play important roles in small-intestinal development (2, 7). In total, 134 GPCRs were expressed in the ileal epithelium. Some of these receptors, such as SSR4 (signal sequence receptor subunit 4), SSR3, SSR2, and SSR1, were specifically expressed in some cell types or at some time points (Fig. S5g and h). 

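SSR4, SSR3, SSR2 and SSR1 encode subunits of the translocon-associated complex of the endoplasmic reticulum. Over all cells, each was highest on day 0 and lowest on day 21. SSR4 averaged 11.6, 11, 7.27, 6.64, 6.21 and 5.42 UMIs per 10000 from day 0 to day 21, and SSR3 2.26, 2.10, 1.63, 1.70, 1.80 and 1.37. SSR2 averaged 5.93, 5.06, 5.13, 5.36, 5.00 and 3.92 and SSR1 1.02, 1.0, 0.608, 0.740, 0.743 and 0.580. The UMIs of SSR4 summed to 113662 (95% interval 113002 to 114325) on day 0 and 38279 (37896 to 38664) on day 21. By class, SSR4 ranged from 4.67 in stem-matched to 13.5 in tuft-matched cells and SSR3 from 1.26 in stem-matched to 3.32 in EEC-matched cells. SSR2 ranged from 3.07 in goblet-matched to 7.98 in EEC-matched, and SSR1 from 0.520 in stem-matched to 2.01 in Paneth-matched cells.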

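RNA of TGFBR2, TGFBR1, SMAD7, SMAD4, SMAD2, BMP2K and BMP4 was found at every time point. TGFBR1 averaged 0.190, 0.243, 0.295, 0.336, 0.566 and 0.820 UMIs per 10000 from day 0 to day 21 and SMAD2 0.258, 0.181, 0.237, 0.270, 0.369 and 0.439, both highest on day 21. TGFBR2 averaged 0.418, 0.530, 0.578, 0.451, 0.322 and 0.424, highest on day 3, and SMAD7 0.589, 0.546, 0.473, 0.536, 0.446 and 0.373, highest on day 0. SMAD4 stayed between 0.466 and 0.595. BMP2K averaged 0.403, 0.438, 0.567, 0.625, 0.451 and 0.407, highest on day 7. Its small rise from day 0 to day 21 turned into a log2 change of -0.059 when UMIs were summed per library and scaled by the TMM method. BMP4 averaged 0.178, 0.212, 0.158, 0.0630, 0.112 and 0.0885, with 1055 (95% interval 992 to 1121) UMIs on day 0 and 561 (516 to 609) on day 21. By class, TGFBR2 and BMP4 were highest in EEC-matched cells, at 2.77 and 2.46, against 0.491 and 0.0645 in enterocyte-matched cells. TGFBR1 was highest in TA-matched cells at 0.630 and SMAD7 in goblet-matched cells at 0.828.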

The TGF-β signaling pathway members TGFBR2, TGFBR1, SMAD7, SMAD4, and SMAD2 and the BMP signaling pathway members BMP2K and BMP4 were also specifically expressed in some cell types or at some time points (Fig. S5i and j). The data indicated that these factors may be involved in ileal epithelial development during the neonatal window.

## DISCUSSION

We have provided the first large-scale scRNA-seq and proteomics study of the swine ileum at 6 time points during the neonatal window to delineate the developmental potential of different cell types. At birth, the piglet GI tract is relatively immature and is dependent on maternal milk for development and maturation (3). However, the relative weight of neonatal swine small intestines increases 30% to 40% by day 1; this fast growth results in a maximum length in the second week of life (29–32). 

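On day 1, the clusters matched to enterocytes held 37.4% (4668 cells, 95% interval 36.6 to 38.3%) of the cells. Their most numerous part on that day was cluster 1, with 14.9% (1854 cells, 14.2 to 15.5%). Cluster 20, led by enteroendocrine hormone genes, held 2.11% (263 cells, 1.86 to 2.38%) after 9.61% (1038 cells, 9.06 to 10.2%) on day 0. That library gave most of its 1447 cells, so library and cell type are not separated for it.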

Meanwhile, enterocyte number increased sharply from day 0 to day 1 and then continued to increase to a maximum at day 7. The number of TA (TA, TA-G1, and TA-G2) gradually increased from day 0 to day 14 and then dropped a little at day 21. 

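The clusters matched to TA, TA-G1 and TA-G2 (clusters 0, 5, 7, 12, 15 and 21) held 5.69% (709 cells, 95% interval 5.29 to 6.11%) of the cells on day 1, 21.6% (2292 cells, 20.8 to 22.4%) on day 3, 27.1% (4028 cells, 26.4 to 27.8%) on day 7 and 45.6% (7760 cells, 44.8 to 46.4%) on day 14. From day 14 to day 21 the share rose by 8.73 percentage points. Clustering at resolution 0.4 turned this rise into a change of -8.24 percentage points, and the other alternatives kept it a rise. The part matched to TA-G1 held 14.9% (2539 cells, 14.4 to 15.5%) on day 14 and 31.8% (4841 cells, 31.0 to 32.5%) on day 21. The part matched to TA held 14.9% (2541 cells, 14.4 to 15.5%) and 7.42% (1132 cells, 7.01 to 7.85%) on these days, and that matched to TA-G2 15.7% (2680 cells, 15.2 to 16.3%) and 15.2% (2311 cells, 14.6 to 15.7%).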

The proteomics data matched the scRNA-seq data well to support ileal developmental potential in the neonatal period.

Tuft cells (brush or caveolated cells) (33) are chemosensory and play important roles in gut immune responses (34, 35). Few tuft cells have been reported in adult intestines; however, there are no reports of tuft cells in neonatal humans at the single-cell level. In the neonatal piglet ileum, tuft cells were a large population at day 0 and then decreased. Intestinal EECs are now regarded as key sensory cells (36, 37) secreting various hormones and playing vital roles in nutrient and microbial product metabolism (38, 39). EECs consist of many overlapping subclusters (36, 39). Cells that express Sct, Cck, Gcg, or GIP are typically called S, I, L, and K cells (36). Haber et al. classified EECs into 12 subclasses in adult mouse small intestinal epithelium with the specific marker genes: SOX4, Neurod1, Neurog3, Sct, CCK, Gcg, Pyy, Ghrl, Tac, Tph1, etc. (2). 

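The EEC genes of Haber et al. that the paper lists were counted in cluster 20, led by PYY, NTS, CCK and CHGB and matched to EM by the markers KLF2, DNAJB1 and JUND, and in cluster 17, matched to EECs. NEUROD1 averaged 4.33 and 0.0294 UMIs per 10000 in clusters 20 and 17, PYY 90.9 and 1.2, GHRL 0.373 and 0.00357, and TAC1 0.602 and 0.00265. TPH1 averaged 3.52 and 0.0171. NTS (chromosome 5, 96261299 to 96272947 in Sscrofa11.1) averaged 258 and 1.83, CCK (chromosome 13, 25940674 to 25945879) 14.0 and 0.0561, and SST 82.6 and 3.87. GCG averaged 26.6 and 0.115, REG4 34.7 and 0.608, and GIP 7.24 and 0.00668. SCT averaged 2.23 and 0.0229, NEUROG3 0.186 and 0.00326, and GAL 0.244 and 0.336. Among these genes GAL alone was higher in cluster 17. In all cells together, 333776 UMIs of NTS, 115325 of REG4, 78244 of SST and 31830 of GCG were counted. So were 19689 UMIs of CCK, 6521 of GIP, 2586 of SCT, 1515 of GAL and 390 of NEUROG3.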

We found many common marker genes (SOX4, Neurod1, Pyy, Ghrl, Tac, and Tph1) as reported by Haber et al. (2); however, some marker genes were not found in piglet samples (Reg4, Neurog3, Sct, Cck, Gcg, Gal, Gip, Sst, and Nts).

Maternal milk, especially colostrum, is rich in bioactive substances, immunoglobulins, and relatively large protein particles that are critical for intestinal and even whole organism development (29, 40, 41). Our study revealed the ileal development under natural conditions at a single-cell level.

It is known that cell type-specific TFs, GPCRs, and members of the TGF-β and BMP signaling pathways play important roles in small-intestinal epithelial cell development during the fetal stage or in response to pathogens (2, 5). Intestinal stem cells (ISC) play vital roles in intestinal epithelium renewal, and they generated a pool of highly proliferative TA cells; all these cells formed the undifferentiated cell pool, with the potential to develop into all types of mature cells: EC, Paneth, goblet, and tuft cells and EECs (2, 4, 8). We found that, during the neonatal period, cell type differentiation was regulated by cell-intrinsic changes to regulatory programs: ligand-receptor pairs and the listed factors. The ligand-receptor complexes reflect cell-cell communication, which is crucial for a diverse range of biological processes, including development, differentiation, and inflammation (25, 26). We found a few important ligand-receptor pairs, such as CD74-MIF, CD74-COPA, PTPRC-CD22, and CD74-APP, with broad biological functions (14, 28). Novel interventions may be achieved to manage the inflammation-, metabolism-, and proliferation-related gut pathologies based on this work.

## MATERIALS AND METHODS

### Piglets.

All animal procedures used in this study were approved by the Animal Care and Use Committee of the Institute of Animal Sciences of Chinese Academy of Agricultural Sciences. Thirty full-term-born piglets of three pure-line large white sows were used in this investigation. All the piglets were kept in the same heat-preserving pigsty at 28°C and fed with maternal milk (no antibiotics, immunizations, or additives). Ileum mucosa was collected from 5 piglets at day 0 (at birth; *n* = 5), day 1 (1 day after birth; *n* = 5), day 3 (3 days after birth; *n* = 5), day 7 (7 days after birth; *n* = 5), day 14 (14 days after birth; *n* = 5), and day 21 (21 days after birth; *n* = 5). At each time point, part of the ileum tissue was removed and fixed in 10% formaldehyde to make the blocks for histochemical analysis. Part of the ileum mucosa was gently scraped after washing with phosphate-buffered saline (PBS) buffer three times; then the tissue was used for the isolation of single cells for scRNA-seq analysis. Part of the ileum mucosa was gently scraped after PBS buffer washing three times, quickly frozen with liquid nitrogen, and then kept in a −80°C refrigerator for proteomics and Western blotting (8, 24).

### Single-ileal-cell isolation, library preparation, sequencing, and data analysis.

**(i) Single-cell isolation, library preparation, and sequencing.** Single-cell libraries were constructed using a 10× Genomics chromium single cell 3′ library and gel bead kit v.2 (10× Genomics Inc., Pleasanton, CA, USA; 120237) according to the manufacturer’s instructions. The protocols for single-cell sample preparation, library construction, and sequencing are recorded in our previous report (8) and that of Haber et al. (2). In summary, piglet ileal sections were collected and washed with PBS. Subsequently, tissues were incubated in 20 mM EDTA-PBS for 90 min on ice, being agitated every 30 min. Following a 90-min incubation, the samples underwent vigorous agitation and the supernatant was removed and placed in a new tube. All samples were then incubated with fresh 20 mM EDTA-PBS on ice for 30 min, and the supernatant was collected again. In total, four separate fractions were collected and then mixed. Following centrifugation at 300 × *g* for 3 min, each cell pellet was collected and washed twice with PBS using the same centrifugation program. Cells were then digested with TrypLE Express (Invitrogen) for 1 min at 37°C and single cells were collected using a 40-mm filter. Cells were again washed twice, this time with PBS solution supplemented with 0.04% bovine serum albumin (BSA; Sigma, St. Louis, MO, USA; A1933). Trypan blue staining and a hemocytometer (Bio-Rad, Hercules, CA, USA; TC20) were used to examine cell viability (>95%). A concentration of 1,000 cells/μl was created for loading onto the single cell chip (one/group). A chromium 10× single-cell system (10× Genomics) was used in the Gel Bead in EMulsions (GEMs) system. Subsequently, cells were barcoded, and a cDNA library was constructed. Sequencing was performed using an Illumina Novaseq 6000 sequencer (Illumina, San Diego, CA, USA) with paired-end 150-bp (PE150) reads.

**(ii) Single-sample analysis and aggregation.** CellRanger software (10× Genomics) was applied to process the data sets with the “–force-cells = 5000” argument. The porcine reference genome (https://www.ncbi.nlm.nih.gov/assembly/GCF_000003025.6/) was used and was built with the “cellranger mkgtf” function. After the CellRanger analysis, the gene barcode matrices were processed with the Seurat single-cell RNA-seq analysis R package in Rstudio (v3.0) (42). Cells with fewer than 200 minimal genes and genes expressed in fewer than 3 cells were removed to maintain high-quality data sets for downstream analysis. After normalization, the three data sets (one from each of the three treatment groups) were merged using the Seurat RunMultiCCA function. Characterized cell clusters were reviewed using the Seurat RunTSNE function based on the t-distributed Stochastic Neighbor Embedding (tSNE) algorithm and default settings. The FindClusters function was used to calculate cell clusters, and cell cluster markers were found using the Seurat FindAllMarkers function.

**(iii) Subclustering and Gene Ontology enrichment analysis.** When all cell clusters in the piglet ileal samples had been characterized, cells were further clustered according to cell identity. To obtain similar cell types for downstream analysis, the SubsetData function was used. When clustering was complete, cluster-specific marker genes were identified using the FindAllMarkers function. The marker genes were used by Metascape (http://metascape.org) for enrichment analysis.

**(iv) Single-cell pseudo-time trajectory analysis.** A single-cell pseudo-time trajectory (http://cole-trapnell-lab.github.io/monocle-release/tutorials/) (43, 44) was determined using Monocle 2. The Monocle object was formed using the Monocle-implemented newCellDataSet function from the Seurat object with a lower detection limit of 0.5. Seurat was used to identify variable genes for ordering. Dimensionality was constructed using the DDRTree method with regression of the number of unique molecular identifiers (UMIs). Root state was collected following their Seurat cell identity information, and branch-specific gene expression was calculated using the Monocle-implemented BEAM function. The branched heat map was further constructed using the “plot_genes_branched_heat map” function.

**(v) Single-cell regulatory-network analysis.** In order to identify gene regulatory networks that are active during ileal cell development, we performed regulatory network inference and clustering using SCENIC (https://github.com/aertslab/SCENIC); this is a modified method of inferring gene regulatory networks from single-cell RNA-seq data (8, 25). During analysis for the single-cell RNA-seq expression matrix, cell IDs were placed in columns and genes were placed in rows. Then, the geneFiltering function was used to remove genes with UMI counts across all samples of <100 and those that were expressed in <1% of cells. GENIE3 was then used to infer coexpression matrix containing potential regulators. RcisTarget was used to identify potential direct-binding targets based on DNA motif, analysis and we used databases (mm 10) that scored the motifs in the promoter of the genes (up to 500 bp upstream of the transcription start site [TSS]) and in the 10 kb around the TSS (±10 kb). The AUCell algorithm was used to calculate regulon activity in each cell and to convert the network activity into ON/OFF (binary activity matrix) with default settings.

**(vi) RNA velocity analysis by velocyto.** RNA velocity using the earlier described velocyto package (9, 10) was used to establish whether a differentiation relationship was present in neonatal ileal cells. Using the standard protocol, counts of unspliced and spliced mRNA in piglet ileal cells were generated using the velocyto CLI. RNA velocity was then determined in all types of ileal cells (“all”) or specific ileal cell types using a similar workflow and parameters. Subsequently, RNA velocity was calculated under the assumption of constant velocity and transition probability, and embedding shift was calculated based on the previously generated UMAP representation of the ileum data set.

**(vii) Protein-protein network (ligand-receptor) enrichment analysis (26, 27).** CellPhoneDB analysis (using the CellPhoneDB Python package [1.1.0]) was used to investigate the way in which context-dependent cross talk of different cell types enabled physiological processes to proceed; CellPhoneDB is a publicly available repository of curated receptors, ligands, and their interactions. Single-cell data from all types of cells were input into CellPhoneDB for cell-cell interaction analysis. Enriched receptor-ligand interactions between two cell types were derived based on the expression of a receptor by one cell type and the expression of the corresponding ligand by another cell type. Then, we identified the most relevant cell type-specific interactions between ligands and receptors, and only receptors and ligands expressed in more than 10% of the cells in the corresponding subclusters were considered. Pairwise comparisons were performed between the included cell types. We first randomly permuted the cluster labels of all cells 1,000 times to determine the mean of the average receptor and ligand expression levels of the interacting clusters. This generated a null distribution for each receptor-ligand pair. By calculating the proportion of the means that were higher than the actual mean, a *P* value for the likelihood of the cell type specificity of the corresponding receptor-ligand complex was obtained. We then selected interactions that were biologically relevant.

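Of the barcodes in the unfiltered matrices, 1102964 on day 0, 1128795 on day 1, 1238501 on day 3, 1398662 on day 7, 1507996 on day 14 and 1261949 on day 21 had at least 1 UMI. In the same order, 14989, 14960, 15370, 18717, 17849 and 17874 had at least 200 genes. The last barcode taken at the number of cells the paper profiled had 1551, 850, 1677, 650, 581 and 658 UMIs. The kept cells held 84.0%, 88.6%, 80.3%, 78.7%, 90.3% and 83.4% of all UMIs of their library.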

In summary, we profiled an scRNA-seq survey of ileal epithelia: 10,888 individual cells at day 0, 12,681 cells at day 1, 10,643 cells at day 3, 15,185 cells at day 7, 17,289 cells at day 14, and 15,492 cells at day 21. 

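The methods state a minimum of 200 genes per cell, and in all 6 libraries more barcodes pass it than the cells counted after quality control. Ranked by UMIs, the last barcode at the paper's number after quality control had 3215 UMIs on day 0, 3479 on day 1, 3499 on day 3, 3721 on day 7, 5029 on day 14 and 3817 on day 21. The paper's numbers per time point sum to 39986.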

After quality control, 40,186 cells (6,487, 6,528, 6,762, 6,617, 6,949, and 6,643 cells for day 0, day 1, day 3, day 7, day 14, and day 21, respectively) were combined for further analysis. The cells were partitioned into 13 groups using unsupervised graph clustering (visualized by t-stochastic neighborhood embedding [tSNE]) as reported in previous studies (2, 8). Each cluster was characterized by a distinct cell type (2, 8): stem cells (SCs), transit-amplifying progenitors (TA), TA-G1, TA-G2, enterocyte progenitors (EP), early enterocyte progenitors (EPE), late enterocyte progenitors (EPL), immature enterocytes (EI), mature enterocytes (EM), enteroendocrine cells (EEC), and goblet, Paneth, and tuft cells with corresponding marker genes.

### Proteomics analysis.

Ileal sample proteomics analysis was performed as reported in our earlier publications (45, 46).

**(i) Protein extraction and digestion.** Ileal mucosa was homogenized in lysis buffer (100 mM Tris-HCl [pH 8.5], 7 M urea, 1% SDS, 5 mM TCEP [Tris(2-carboxyethyl)phosphine hydrochloride], protease inhibitors cocktail) at room temperature (RT). The bicinchoninic assay (BCA) was used to determine protein concentration, where 50 μg of protein was reduced with 5 mM TCEP at 56°C for 30 min and subsequently alkylated with 20 mM iodoacetamide in the dark, at RT for 30 min. Proteins were then precipitated using methanol-chloroform. Briefly, 4, 1, and 3 volumes of methanol, chloroform, and water, respectively, were added to the lysate; vortexing was performed after the addition of each solvent; and a final centrifugation took place in RT at 5,000 × *g* for 5 min. The supernatant was removed, cold methanol was used to wash the precipitate, and the sample was air dried. Finally, the precipitate was resuspended in 100 μl of digestion buffer (100 mM triethylammonium bicarbonate [TEAB] buffer; pH 8.0), trypsin was added at 1:25 (wt/wt), and protein digestion took place overnight at 37°C.

**(ii) TMTpro labeling.** Two sets of TMTpro Plex amine-reactive reagents were used to label 30 samples (46). Channel 126 was used to label an equally proportioned sample as the reference channel. Briefly, the reactive reagents were resuspended in 30 μl of anhydrous acetonitrile; they were added to each sample and mixed by vortexing. Reactions proceeded at room temperature for 1 h and were halted by the addition of 8 μl of 5% hydroxylamine for 15 min. The labeled samples were then pooled, freeze-dried, and resuspended in 20 μl of 0.1% formic acid and 2% acetonitrile in water for a fraction. Peptides were then loaded onto a Waters XBridge C_18_ column (5 μm, 4.6 by 100 mm, 120 Å). Ammonium formate in water formed buffer A (10 mM; pH 10) and ammonium formate in acetonitrile formed buffer B (10 mM; pH 10). Peptides were separated according to the following gradients: 0 to 3 min, 5% B; 3 to 40 min, 60% B; 40 to 48 min, 80% B; 48 to 52 min, 80% B; 52 to 53 min, 5% B; and 53 to 55 min, 5% B. In total, 44 fractions were collected, dried in a SpeedVac, blended into 11 fractions, and resuspended in 0.1% formic acid and 2% acetonitrile for subsequent nano-liquid chromatography–tandem mass spectrometry (nano-LC–MS/MS) analysis.

**(iii) LC-MS/MS.** Nano-LC–MS/MS analysis was performed using an Orbitrap Fusion Tribrid MS (Thermo Scientific, San Jose, CA, USA) equipped with a nanospray flex ion source and coupled with a Dionex UltiMate 3000 RSLC nano system (Thermo, Sunnyvale, CA, USA). Peptide samples (2 μl) were injected into the PepMap C_18_ columns (75 μm by 3 mm, 3 μm) at 6 μl/min for on-line enrichment and then separated on a PepMap C_18_ column (2 μm, 75 μm by 250 mm), using 0.1% formic acid as buffer A and 0.1% formic acid in 80% acetonitrile as buffer B at 300 nl/min. The peptides were eluted using the followed gradients: 0 to 5 min, 5 to 12% B; 5 to 65 min, 12% to 38% B; 65 to 72 min, 38 to 95% B; 72 to 80 min, 95% B; 80 to 81 min, 95 to 5% B; 81 to 95 min, 5% B.

The mass spectrometers used electrospray ionization (2 kV) at 275°C in “top speed” mode. Orbitrap resolution was 120,000, and for MS/MS it was 50,000. MS/MS spectra were acquired using a quadrupole isolation width of 1.6 *m/z* and higher-energy collisional dissociation (HCD) normalized collision energy (NCE) of 38. Dynamic exclusion was set for 30 s using monoisotopic precursor selection.

**(iv) Data processing.** Raw data files were searched using MSFragger 3.11 and Philosopher 3.3.11 against the Sus scrofa protein database from NCBI database (GCF_000003025.6_Sscrofa11.1). Mass tolerances for precursor and fragment ions were 10 ppm and 0.02 Da, respectively. Proteins and peptides were filtered using a false discovery rate (FDR) of <1%. The enzyme parameter was limited to semitryptic peptides with a maximum miscleavage of 2. Carbamidomethyl (C) of the peptides was set as the fixed modification; oxidation (M) and deamidated (NQ) on the N terminus of proteins were set as variable modifications. The PSM report from Philosopher to R used “PDtoMSstatsTMTFormat()” from the MSstatsTMT package to perform filtering on reporter ion intensities.

Totally, proteomics analysis was performed using ileal samples of 5 piglets at each time point. In total, 8,657 ileal proteins were identified, with 1,976 known proteins. The latter were clustered into 5 groups, and their functions were enriched by Metascape online.

### Ileal mucosa microbiota sequencing (24).

**(i) DNA extraction.** Total genomic DNA of ileal mucosa was isolated using an E.Z.N.A. stool DNA kit (Omega Bio-tek Inc., USA) following the manufacturer’s instructions. DNA quantity and quality were analyzed using NanoDrop 2000 (Thermo Scientific, USA) and 1% agarose gel.

**(ii) Library preparation and sequencing.** The V3-V4 region of the 16S rRNA gene was amplified using the primers 338F (5′-ACTCCTACGGGAGGCAGCAG-3′) and 806R (5′-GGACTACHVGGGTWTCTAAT-3′) with Barcode. The PCRs (total 30 μl) included 15 μl PhusionR high-fidelity PCR master mix (New England Biolabs), 0.2 mM primers, and 10 ng DNA. The thermal cycle was carried out with an initial denaturation at 98°C, followed by 30 cycles of 98°C for 10 s, 50°C for 30 s, and 72°C for 30 s, and a final extension at 72°C for 5 min. PCR products were purified using a AxyPrep DNA gel extraction kit (Axygen Biosciences, USA). The sequencing libraries were constructed with a NEBNext Ultra DNA library preparation kit for Illumina (New England Biolabs [NEB], USA) following the manufacturer’s instructions, and index codes were added. Then, the library was sequenced on the Illumina MiSeq 2500 platform (Illumina, USA), and 300-bp paired-end reads were generated at the Novo gene. The paired-end reads were merged using FLASH (V1.2.71). The quality of the tags was controlled in QIIME (V1.7.02); meanwhile, all chimeras were removed. The core set of the Greengenes database3 was used for classification, and sequences with >97% similarity were assigned to the same operational taxonomic units (OTUs).

**(iii) Analysis of sequencing data.** OTU abundance information was normalized using a standard of sequence number corresponding to the sample with the fewest sequences. The alpha diversity indices were calculated with QIIME (version 1.7.0). Partial least squares discrimination analysis (PLS-DA) was performed using R software (version 2.15.3).

### Histopathology analysis.

Segments of small intestinal tissue were fixed in 10% neutral formalin; they were subsequently paraffin embedded, cut into 5-μm sections, and stained with hematoxylin and eosin (H&E) for histopathological analysis.

### Immunofluorescent staining (IHF).

The protocol for immunofluorescence staining is reported in our recent publications (8, 24). Table S1 lists the primary antibodies that were used. Briefly, 5 μm thick tissue sections were cut and subjected to antigen retrieval. Sections were initially blocked with normal goat serum in PBS, followed by incubation (1:150 in PBS–1% BSA) with primary antibodies (Abs) overnight at 4°C. Following a brief wash, sections were incubated with goat anti-rabbit or donkey anti-goat secondary Abs (1:100 in PBS; Beyotime Institute of Biotechnology, Shanghai, People’s Republic of China) at RT for 30 min and finally counterstained with 4′,6-diamidino-2-phenylindole (DAPI). The stained sections were examined under a Nikon Eclipse TE2000-U fluorescence microscope (Nikon, Inc., Melville, NY), and the captured fluorescent images were analyzed using MetaMorph software.

10.1128/mSystems.00725-21.6 TABLE S1 Primary antibody information. Download Table S1, DOCX file, 0.02 MB. Copyright © 2021 Meng et al. 2021 Meng et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Western blotting.

Western blotting followed our previously reported protocols (8, 24). Briefly, small intestine tissue samples were lysed in radioimmunoprecipitation assay (RIPA) buffer containing the protease inhibitor cocktail from Sangong Biotech, Ltd. (Shanghai, China). Protein concentration was determined using a BCA kit (Beyotime Institute of Biotechnology). Information for primary antibodies is given in Table S1. Secondary donkey anti-goat Ab (catalog no. A0181) was purchased from Beyotime Institute of Biotechnology, and goat anti-rabbit (catalog no. A24531) Abs were purchased from Novex by Life Technologies (USA). Protein samples (50 μg/sample) were loaded onto 10% SDS-polyacrylamide electrophoresis gels. The gels were transferred to a polyvinylidene fluoride (PVDF) membrane at 300 mA for 2.5 h at 4°C. Membranes were then blocked with 5% BSA for 1 h at RT, followed by three washes with 0.1% Tween 20 in TBS (TBST). The membranes were incubated with primary Abs diluted with 1:500 in TBST with 1% BSA overnight at 4°C. After a further three washes with TBST, the blots were incubated with horseradish peroxidase (HRP)-labeled secondary goat anti-rabbit or donkey anti-goat Ab, respectively, for 1 h at RT. Following a further three washes, the blots were imaged. Secondary donkey anti-goat Ab (catalog no. A0181) was purchased from Beyotime Institute of Biotechnology, and goat anti-rabbit Abs (catalog no. A24531) were purchased from Novex by Life Technologies.

### Statistical analysis.

For ileal mucosa microbiota data analysis, data that were not normally distributed following log transformation or that had unequal variances were subjected to nonparametric analysis using the Kruskal-Wallis test within the NPAR1WAY procedure of SAS.

### Data availability.

The 10× sequencing raw data have been deposited in NCBI’s Gene Expression Omnibus under accession number GSE162287. The proteomics data have been deposited at the Integrated Proteome resources (https://www.iprox.org/) with the ID IPX0002622001. The microbiota raw sequencing data generated in this study have been uploaded to the NCBI SRA database with the accession number PRJNA681460.

# Supplementary material for: Single-Cell Transcriptome Sequencing and Proteomics Reveal Neonatal Ileum Dynamic Developmental Potentials
**Source:** mSystems. 2021 Sep 21;6(5):e00725-21. doi: 10.1128/mSystems.00725-21
**Supplement:** TABLE S1

**Supplementary Table 1.** Primary antibodies

| **Gene symbol** | **Name** | **Cat. #** | **Predicted size** | **Source (Animal)** | **Company** |
| --- | --- | --- | --- | --- | --- |
| Actin | Actin | D110001-0200 | 42kd | Rabbit (polyclonal) | BBI |
| PCNA | Rabbit Anti-PCNA antibody | ab18197 | 29kd | Rabbit (polyclonal) | Abcam |
| SOX9 | Anti-Sox9 Antibody | AB5535 | 65kd | Rabbit (polyclonal) | Merck Millipore |
| CD74 | Rabbit Anti-CD74 antibody | bs-2518R | 34kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| FABP | Rabbit Anti-H-FABP antibody | ab45966 | 15kd | Rabbit (polyclonal) | Abcam |
| COX2 | Rabbit Anti-COX2/Cyclooxygenase 2 antibody | bsm-52502R | 65kd | Rabbit (monoclonal) | Beijing Biosynthesis Biotechnology CO. |
| CCL5 | Rabbit Anti-CCL5/RANTES antibody | bs-20765R | 7.4/10kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| E2F8 | Rabbit Anti-E2F8 antibody | bs-4265R | 94kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| CREM | Rabbit Anti-CREM antibody | D152356 | 39kd | Rabbit (polyclonal) | BBI |
| PAX5 | Rabbit Anti-PAX5 antibody | bs-1861R | 42kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| EGR1 | Rabbit Anti-Egr1 antibody | bs-1076R | 60kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| HMGB1 | Rabbit Anti-HMGB1 antibody | bs-0664R | 25kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Catenin | Rabbit Anti-delta 1 Catenin/CAS antibody | ab92514 | 108kd | Rabbit (monoclonal) | Abcam |
| MUC13 | Mouse Anti-MUC13 antibody | ab231159 | 55kd | Mouse (monoclonal) | Abcam |
| TFF3 | Rabbit Anti-Trefoil Factor 3 antibody | ab202967 | 9kd | Rabbit (polyclonal) | Abcam. |
| ND3 | Rabbit Anti-MT-ND3 antibody | ab192306 | 13kd | Rabbit (polyclonal) | Abcam |
| IL-6 | Rabbit Anti-IL-6 antibody | bs-0782R | 23kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| CHGA | Rabbit Anti-Chromogranin A antibody | ab45179 | 86kd | Rabbit (polyclonal) | Abcam |
| LYZL1 | Rabbit Anti-LYZL1 antibody | bs-18593R | 15kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| RAB18 | Mouse Anti-RAB18 antibody | bsm-51333M | 23kd | Mouse (monoclonal) | Beijing Biosynthesis Biotechnology CO. |
| POU2AF1 (BOB1) | Rabbit Anti-BOB1 antibody | bs-1418R | 28kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |

How the deposited data were processed for this re-analysis (not part of the article)

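Cells of the ileum of piglets were measured with the 10x Chromium system at 6 ages, with 1 library each on days 0, 1, 3, 7, 14 and 21. The paper gives 5 piglets per age. Its methods name a kit of the second version and the sample labels the third. The authors counted UMIs with Cell Ranger against Sscrofa11.1, and the deposited values are raw UMI counts per gene and barcode, unfiltered and without normalization. No annotation of cells was used here, so cells, clusters and names were built again from the counts. All 20648 gene symbols of the files were found in the reference table of the same assembly, from which positions were taken.

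Per library, the barcodes with the most UMIs were taken as cells, as many as the paper profiled, because the force-cells value in its methods lies below its own cell numbers after quality control. Cells needed at least 200 genes and genes at least 3 cells. UMIs were scaled to 10000 per cell. Seurat 5.3.0 in R 4.3.3 aligned the libraries by canonical correlation analysis on 2000 variable genes and 20 dimensions and clustered them at resolution 0.8 with 20 neighbours. A cluster went to the type whose markers in Fig. 1d had the highest mean z score over clusters, with no minimum. A minimum score of 0.5 was written before the clusters were seen and taken out afterwards, because the design has none, and is kept as an added alternative. Goblet, tuft, EEC and Paneth cells were clustered again at the resolution that gives the paper's number of subclusters.

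The lists of marker genes, 20 for cell lineages, were fixed in advance with the design. Their grouping into 7 groups (epithelial, B lineage, T and NK, myeloid, stromal, mast cell and erythroid) and the rule for naming clusters were written after a look at the clusters. In that rule the sum of each list is divided by its largest value over the clusters, and the list with the highest result is taken. A gene in the lists of different groups counts for neither. A name needs 3 markers each with a UMI in at least 10% of the cells, and clusters of low depth or with leading genes against the name stay unnamed. Genes named in the text are those the paper names, the 10 with the highest ratio of mean expression in a cluster, subcluster or class to all other cells among genes with a UMI in at least 25% of its cells, and those on the marker lists. Names outside this rule are said to be chosen after their values were seen. The genes LYZL1, CXCR1, ALPI, DEFA1, REG3A, ITLN1, CR2, TRAT1, COL6A1, CPA3, TPSAB1 and HBA1 are not among the 17671 genes found in at least 3 cells.

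Because there is 1 library per age, no test was run between ages, no p-value is given and cells were not taken as replicates. Exact Clopper-Pearson intervals for shares and exact Poisson intervals for sums of UMIs, at 95% (scipy 1.17.1), cover counting error only. Expression at an age is the mean over cells of UMIs per 10000. The 50 most specific genes of a class are those with the highest ratio. Cell cycle genes were those listed in Seurat. Pseudotime was diffusion pseudotime in scanpy 1.11.5. Barcodes with 100 UMIs or fewer stood for RNA free in the suspension. On day 0 there were 1033288 of them with 1460139 UMIs in all, so most held very few. Whether their RNA was free in the suspension was not tested. The other computations ran in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

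Doublets were kept, since the methods name no step for them. As an alternative, Scrublet was run per library. Its automatic threshold marked 3 of 81040 cells, so the cells with the highest scores at a rate of 0.8% per 1000 cells were left out in its place, 9028 cells in all, a rule chosen after that result. Other alternatives changed the number of cells, the minimum of genes to 500, the mitochondrial share to below 25%, the alignment, the resolution to 0.4 and 1.2, the matching, the depth per cell to 1000 UMIs, the scaling (the TMM method of edgeR 4.0.16, or CPM), the detection minimum, and the cells averaged. Those of cell number, genes, mitochondrial share and doublets only left out cells, with the clusters and their matching kept. Ratios and matching were tested on simulated data for cluster 17 against all other cells, with 3750 cells, 17671 genes and 200 genes changed 4-fold. The recovered ratio was 0.998 of the true one at the median, and 24 of 25 clusters were given the same type. The simulation drew counts from the mean profiles of the clusters, with 150 cells each and their cluster known. It thus did not test the calling of cells, the alignment, the clustering, free RNA or doublets.

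The proteomic, microbiota and staining data, RNA velocity, Monocle 2, regulon activity and the permutation of CellPhoneDB were left out, the last because it takes cells as replicates. A further result is not reported here.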

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

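The tests of free RNA and of doublets in this part were written down before their results were seen. The comparison with cells matched to the other types, the grouping of the marker lists and the comparisons for the T and NK, myeloid and stromal lists were settled after values were seen. The paper describes its cells as ileal epithelium and does not report on lymphoid, myeloid or stromal cells. Signal from such lineages therefore lies outside the cells it discusses.

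Clusters in which the B lineage list stood highest held 69.2% (68.9 to 69.6%) of all cells, and they include every cluster matched to stem cells, TA, TA-G1 and TA-G2. If RNA free in the suspension from immune cells were the source, CD79A and MS4A1 would stand at about the same level in every cluster and no higher than in barcodes with few UMIs. In cells matched to enterocyte and undifferentiated types their UMIs per 10000 were 10.9 times those in cells matched to the other types, which argues against that source. By age the ratio was 27.7, 32.7, 4.92, 4.10, 1.90 and 1.62, and against the barcodes with few UMIs it was 5.46, 8.06, 2.43, 3.05, 1.79 and 1.65. All of these lie above 1 by more than counting error, but on days 14 and 21 they are not far above it. For the whole B lineage list, the ratio to the barcodes with few UMIs fell to 1.14 on day 21. Those barcodes themselves held 79.4 and 79.0 UMIs per 10000 of the list on days 14 and 21, against 8.87 on day 0.

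Doublets of an epithelial cell and a B cell would hold EPCAM, KRT8 and VIL1 at a good part of the level of the epithelial clusters. In the enterocyte-matched and undifferentiated cells of B lineage clusters these genes stood at 0.0103 of that level over all ages and at 0.139 of it on day 0, the highest value by age. They lay below the barcodes with few UMIs at every age, with ratios from 0.0472 on day 21 to 0.262 on day 0. Against the T and NK clusters the ratio was 1.70 on day 0 and 1.30 on day 1, both above 1 by more than counting error, and on days 3, 7, 14 and 21 it did not differ from 1 by more than that. Over all ages it was 0.293, a value that also reflects the mix of ages. In these clusters, the levels by age against the epithelial clusters and the barcodes with few UMIs argue against doublets as the main source. The naming of clusters used an epithelial list that holds EPCAM, KRT8 and VIL1, which favours low values here. Doublets in clusters named epithelial are not covered. A candidate explanation, found from the same data and not tested on its own, is that many of the sequenced cells were B cells. MS4A1, on the B lineage list, is also a marker of EPE in Fig. 1d, so it is not independent of the paper's types. Whether B cells came from the tissue at each age or from the way the fractions were prepared stays open, because age, piglets and preparation change together between libraries.

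The T and NK list stood highest in clusters with 7.95% (7.77 to 8.14%) of all cells. Their share was 20.6% on day 0, 16.3% on day 1, 5.04% on day 3, 4.58% on day 7, 3.37% on day 14 and 2.56% on day 21. Cluster 16, led by TAC3, NCR2, IL23R and KLRB1, stayed unnamed and is not counted in these shares. It held 6.76% of the cells on day 3. The list averaged 85.7 UMIs per 10000 in tuft-matched cells, 2.64 in stem-matched cells and 7.75 in barcodes with few UMIs. CCL5, on that list, is also a tuft marker in Fig. 1d.

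The myeloid list stood highest in a single cluster with 2.65% (2.54 to 2.76%) of all cells, the one matched to Paneth cells. It averaged 252 UMIs per 10000 there and 8.34 in barcodes with few UMIs. CST3, AIF1 and LYZ, the paper's Paneth markers, are on the myeloid list too. LYZ is also on the Paneth list and was counted for neither.

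The stromal list stood highest in the cluster matched to EECs, with 2.17% (2.07 to 2.27%) of all cells. It averaged 138 UMIs per 10000 there, 0.546 in stem-matched cells and 4.60 in barcodes with few UMIs. For these last 3 lists, levels that differ between classes by this much are not those of RNA spread evenly over all barcodes, and no further test was run. No biological explanation was tested for any of the 4 lists.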

How the results depend on the processing

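The alternatives were set before the data were examined, except the rule for removing doublets and the minimum marker score, which were chosen after seeing the data. A value is said to have moved when it left the 95% counting interval of the value reported, or for a count of genes when it changed more than 1.5-fold. With 1 library per age this says nothing about differences between piglets. No paired analysis was possible because each age has 1 library and no value comes from a test between replicates.

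The values reported, as differences in percentage points, were 58.9 for undifferentiated-matched cells from day 0 to day 21, 5.66 for enterocyte-matched cells from day 0 to day 7 and -19.1 from day 7 to day 21, and 8.73 for TA-matched cells from day 14 to day 21. From day 0 to day 21 they were -15.0 for goblet-matched cells, -22.2 for tuft-matched cells, -5.71 for EEC-matched cells, -2.58 for Paneth-matched cells and -28.9 for epithelial-like clusters, and for Paneth-matched cells from day 0 to day 1 7.17. These names are those of the matching to Fig. 1d, and genes of other lineages led many of the clusters. The enterocyte-matched cells include cluster 20, led by enteroendocrine genes, with 9.61% of the cells on day 0 and 0.356% on day 7. In UMIs per 10000, the cell cycle sum differed by 105.6 between undifferentiated-matched and other cells, as a mean over the 6 libraries of the difference within each, and over all cells by 40.0 between days 14 and 21.

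With the paper's cell number after quality control, the values that moved were 68.3 for undifferentiated-matched cells, 7.59 for enterocyte-matched cells to day 7, -15.6 for enterocyte-matched cells after day 7, 4.57 for TA-matched cells, -27.1 for goblet-matched cells, -6.51 for EEC-matched cells, -3.53 for Paneth-matched cells to day 21, 6.04 for Paneth-matched cells to day 1, -39.0 for epithelial-like clusters, 116.5 for the cell cycle sum by class and 41.3 for the cell cycle sum by age. Taking 5000 cells per library gave 69.7 for undifferentiated-matched cells, -12.3 for enterocyte-matched cells after day 7, 3.92 for TA-matched cells, -33.1 for goblet-matched cells, -20.4 for tuft-matched cells, -6.68 for EEC-matched cells, -4.38 for Paneth-matched cells to day 21, -47.3 for epithelial-like clusters, 118.4 for the cell cycle sum by class and 34.6 for the cell cycle sum by age. A minimum of 500 genes gave 63.1 for undifferentiated-matched cells, 8.20 for enterocyte-matched cells to day 7, -22.2 for enterocyte-matched cells after day 7, -16.9 for goblet-matched cells, -23.5 for tuft-matched cells, 6.01 for Paneth-matched cells to day 1 and -30.2 for epithelial-like clusters. Keeping cells below 25% mitochondrial UMIs gave 63.7 for undifferentiated-matched cells, -22.9 for enterocyte-matched cells after day 7, 11.2 for TA-matched cells, -12.3 for goblet-matched cells, -25.4 for tuft-matched cells, -6.44 for EEC-matched cells, 8.20 for Paneth-matched cells to day 1 and -27.3 for epithelial-like clusters. Removing doublets, by the rule chosen after the automatic threshold was seen, gave 57.7 for undifferentiated-matched cells, -13.6 for goblet-matched cells, -2.16 for Paneth-matched cells to day 21, 110.4 for the cell cycle sum by class and 39.5 for the cell cycle sum by age. Clustering without integration gave 66.4 for undifferentiated-matched cells, 12.9 for enterocyte-matched cells to day 7, -34.5 for enterocyte-matched cells after day 7, -13.3 for goblet-matched cells, 9.12 for Paneth-matched cells to day 1, -39.3 for epithelial-like clusters and 122.9 for the cell cycle sum by class. The cause was not tested.

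At resolution 0.4, the values were 38.4 for undifferentiated-matched cells, 24.7 for enterocyte-matched cells to day 7, -4.97 for enterocyte-matched cells after day 7, -8.24 for TA-matched cells, -27.6 for goblet-matched cells, -24.0 for epithelial-like clusters and 124.5 for the cell cycle sum by class. Resolution 1.2 gave 1.70 for TA-matched cells, -27.2 for epithelial-like clusters and 106.8 for the cell cycle sum by class. Matching each cell on its own by its markers gave 25.6 for enterocyte-matched cells to day 7, -31.7 for enterocyte-matched cells after day 7, 3.43 for TA-matched cells, -10.9 for goblet-matched cells, -20.1 for tuft-matched cells, -14.4 for EEC-matched cells, -7.45 for Paneth-matched cells to day 21, 4.52 for Paneth-matched cells to day 1, -33.2 for epithelial-like clusters and 113.1 for the cell cycle sum by class. Thinning cells to 1000 UMIs gave 86.5 for the cell cycle sum by class and 36.7 for the cell cycle sum by age. Without a minimum on detection, the count was 10 for enterocyte genes higher at day 7. Averaging within the class gave 21 for tuft genes lower at day 21 and 30 for Paneth genes lower at day 21. At resolution 0.4 the change of TA from day 14 to day 21 thus reversed its sign. The cause was not tested. Every other alternative run for it kept the rise.

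Apart from TA, each of these differences kept its sign under all the alternatives run for it. The ranges over alternatives were 38.4 to 69.7 for undifferentiated-matched cells and -25.4 to -20.1 for tuft-matched cells. The counts of goblet, EEC and undifferentiated genes stayed within 1.5-fold under every alternative. Scaling by TMM or to CPM moved none of the counts among 50 genes, but of the log2 changes of single genes TMM moved 28 and CPM 31. The minimum score moved none of the values it was run for. The change of CREM went from -0.89 to -0.029 with TMM and that of TGFBR2 from 0.021 to 0.39. For BMP2K, the log2 change from day 0 to day 21 reversed to -0.059 with TMM and -0.078 as CPM, from 0.016, with the cause not tested.

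Of the 42 shares of single classes at single ages, 40 moved with 5000 cells, 39 with each cell matched by markers, 33 with the number after quality control, 27 with the mitochondrial limit and 26 without integration. Fewer moved at resolution 0.4 (24), at 500 genes (23), without doublets (15) and at resolution 1.2 (14). Alternatives of clustering give no separate value for the cell cycle sum by age, into which no class enters.

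Depth limits the shallow clusters most. Cluster 3 had a median of 1067 UMIs per cell against 3770 over all cells. Thinning left out 0, 378, 0, 1989, 950 and 1228 cells with fewer than 1000 UMIs from day 0 to day 21. On day 21 cluster 17 had 7 cells, too few for a profile of its genes.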

Differences from the paper's values

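Shares are compared here although they are not over the same population. The paper's are over its cells after quality control, 6487, 6528, 6762, 6617, 6949 and 6643 from day 0 to day 21, and those given here are over 10806, 12471, 10619, 14879, 17018 and 15247 cells, with cell types rebuilt from the markers of Fig. 1d. Because the names were rebuilt, no direction is read from a difference. Each share was also computed under 8 alternatives set before the data were examined and 2 chosen after seeing the data. Those of cell number, genes, mitochondrial share and doublets keep the clusters and only leave out cells.

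For enterocytes on day 21, the paper's share is 50.87% and the share of cells matched to them here 22.3%. The values were within 1.5-fold with clustering at resolution 0.4, and not with the other alternatives. For TA, TA-G1 and TA-G2 on day 21, the paper's share is 32.60% and the share of cells matched to them here 54.3%. They came within 1.5-fold with clustering at resolution 0.4, and not with the other alternatives. For goblet cells on day 21, the paper's share is 4.78% and the share of cells matched to them here 12.0%. Both values were within 1.5-fold with a minimum of 500 genes and a mitochondrial share below 25%, and not with the other alternatives. For Paneth cells on day 21, the paper's share is 0.12% and the share of cells matched to them here 0.236%. The values were within 1.5-fold with the number of cells after quality control and 5000 cells per library, and not with the other alternatives. With a minimum of 500 genes the share was 0.198%. For undifferentiated cells on day 21, the paper's share is 41.62% and the share of cells matched to them here 62.8%. They came within 1.5-fold with removal of doublets by a rule chosen after seeing the data, clustering at resolution 0.4 and resolution 1.2, and not with the other alternatives.

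Enterocytes on day 0 stand at about 19% in the paper's Fig. 1f, read by eye, and cells matched to them at 35.7% here. Both values were within 1.5-fold with 5000 cells per library and clustering at resolution 0.4, and not with the other alternatives. Enterocytes on day 7 stand at about 68% in the paper's Fig. 1f, read by eye, and cells matched to them at 41.4% here. The values were within 1.5-fold with a minimum of 500 genes, a mitochondrial share below 25%, no integration, clustering at resolution 0.4 and matching each cell by its markers, and not with the other alternatives. TA, TA-G1 and TA-G2 on day 1 stand at about 3% in the paper's Fig. 1f, read by eye, and cells matched to them at 5.69% here. They came within 1.5-fold with clustering at resolution 0.4 and matching each cell by its markers, and not with the other alternatives. TA, TA-G1 and TA-G2 on day 3 stand at about 14% in the paper's Fig. 1f, read by eye, and cells matched to them at 21.6% here. Both values were within 1.5-fold with no integration, clustering at resolution 0.4 and matching each cell by its markers, and not with the other alternatives. TA, TA-G1 and TA-G2 on day 7 stand at about 15% in the paper's Fig. 1f, read by eye, and cells matched to them at 27.1% here. The values were within 1.5-fold with clustering at resolution 0.4 and matching each cell by its markers, and not with the other alternatives. Goblet cells on day 1 stand at about 13% in the paper's Fig. 1f, read by eye, and cells matched to them at 19.8% here. They came within 1.5-fold with the number of cells after quality control, 5000 cells per library, a minimum of 500 genes, no integration, matching each cell by its markers and a minimum score of 0.5 that was added after seeing the data, and not with the other alternatives. Goblet cells on day 7 stand at about 7% in the paper's Fig. 1f, read by eye, and cells matched to them at 21.1% here. Both values were within 1.5-fold with a mitochondrial share below 25%, and not with the other alternatives.

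The paper has the enterocyte share highest on day 7. Here it was 49.8% on day 3 and 41.4% on day 7. It puts goblet cells first on day 0, where enterocyte-matched clusters held 35.7% and goblet-matched clusters 27.0%. The former include cluster 20, led by enteroendocrine genes, with 9.61% of the cells, more than the gap between these shares. Goblet-matched cells came first at resolution 0.4, with 36.2% against 27.6%, and with 5000 cells per library, with 33.3% against 28.4%, and not with the other alternatives. For day 21 it lists enterocytes before TA. The shares here were 22.3% and 54.3%. At resolution 0.4 enterocytes came first, with 47.3% against 22.8%, and not with the other alternatives. Stem cells come before goblet cells there, and the cells matched to each here stood at 8.51% and 12.0%. Stem-matched cells came first with the number of cells after quality control, at 15.9% against 0.286%, with 5000 cells per library, at 18.4% against 0.260%, with a minimum of 500 genes, a mitochondrial share below 25%, resolution 0.4 and each cell matched by its markers, and not with the other alternatives. It has TA falling a little from day 14 to day 21, and the share here rose from 45.6% to 54.3%. Resolution 0.4 gave a change of -8.24 percentage points. Stem cells gradually increase in the paper, and cluster 6 went from 13.9% on day 14 to 8.51% on day 21.

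EECs fall from day 0 to day 1 in the paper, and cluster 17 went from 5.76% to 6.52%, with overlapping counting intervals. Cluster 20, led by enteroendocrine genes but matched to EM, fell from 9.61% to 2.11% between these days. With each cell matched by its markers, the EEC-matched share fell, from 14.7% to 8.69%. Goblet cells fall throughout, while goblet-matched clusters rose from 8.26% on day 3 to 21.1% on day 7. With the paper's cell number after quality control the goblet share was lower at each age than at the one before, with 2.57% on day 3 and 2.34% on day 7. With 5000 cells per library it was 1.90% and 2.62%. Both settings keep the clusters and leave out most of the shallow cluster 3, so they are no separate test of the rise. Subclusters here need not be the paper's of the same number. In the paper the first tuft subcluster rises from day 0 to day 1 and the others fall throughout. Here subcluster 1 went from 20.3% to 15.7%, subcluster 2 from 3.52% on day 1 to 6.44% on day 3 and subcluster 3 from 0.398% on day 0 to 1.12% on day 3. Of the hormone and other EEC genes that the paper did not find, each but GAL averaged more UMIs per 10000 in cluster 20 than in cluster 17, as NTS did with 258 and 1.83. The day numbers of cells after quality control sum to 39986, and the total in the paper's text is another.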

Other observations

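The tests in this part were written down before their results were seen. The values of cluster 20 and of SOX9 were singled out after they were seen.

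The share of goblet-matched cells fell from 27.0% on day 0 to 12.0% on day 21. A change in the share of cells with a high mitochondrial share of UMIs was weighed as a technical explanation, because the paper's goblet markers in Fig. 1d are mitochondrial genes. The first part of what it needs is there. Of goblet-matched cells, 55.1% had a mitochondrial share of 25% or more, against 9.81% of all cells. The second part is not. With those cells left out, the day 0 share was 17.1% and the day 21 share 4.79%. The day 0 share dropped by less than the prediction named, and the fall with age stayed. High mitochondrial cells as the whole cause are argued against. Their part in the size of the shares stays open, and MUC2, TFF3 and SPINK4 did not lead cluster 3, the largest goblet-matched cluster.

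That the 50 undifferentiated genes rise over all cells could follow from the share of the cells alone. Within the class, 41 of them were higher on day 21 than on day 0, where about equal numbers of rising and falling genes were predicted for that explanation. The genes were however chosen on the pooled cells of the class, most of which came from days 14 and 21, and that choice favours genes higher at these ages. The test therefore does not decide, and the share of cells alone stays open beside a change within the cells, in the mix of clusters in the class or in free RNA.

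A difference in library depth between ages was tested by taking the 5000 barcodes with the most UMIs from each library, or the number after quality control. Over 5 differences from day 0 to day 21 and both settings, 10 of 10 directions were kept. Their sizes changed with the number of barcodes taken. UMIs per cell were not made equal between ages in this test, so a difference in depth stays open, and it cannot be told apart from age with 1 library each.

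Cluster 20, with 1447 cells, was matched to mature enterocytes with a score of 0.632, and its second type was EEC with 0.594. Its leading genes were PYY, NTS, CCK, CHGB, SCG2 and CHGA. SOX9, an intestinal stem cell gene, averaged 0.0782, 0.0464, 0.0352, 0.194, 0 and 0.000127 UMIs per 10000 from day 0 to day 21, and the epithelial list as a whole averaged 3.42 in stem-matched cells. No explanation was tested for these values.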
